# Acute opioid responses are modulated by dynamic interactions of *Oprm1* and *Fgf12*

**DOI:** 10.7554/eLife.108845

**Published:** 2026-07-29

**Authors:** Paige M Lemen, Yanning Zuo, Alexander S Hatoum, Price E Dickson, Guy Mittleman, Arpana Agrawal, Benjamin C Reiner, Wade Berrettini, David George Ashbrook, Mustafa Hakan Gunturkun, Xusheng Wang, Megan K Mulligan, Caleb J Brown, Eric J Nestler, Francesca Telese, Robert W Williams, Hao Chen

**Keywords:** Oprm1, Fgf12, epistasis, locomotion, QTL, quantitative trait loci, Human, Mouse, Rat

## Abstract

We generated time-series data for 105 morphine- and naloxone-related traits across ~700 BXD mice (64 diverse strains for both sexes) for 3 hr after a single morphine injection. Variations in responses were mapped using genome sequencing-based genotypes. The locomotor responses to morphine mapped to the µ opioid receptor gene (*Oprm1*) on chromosome (Chr) 10 with a peak linkage of 12.4 (–logp). The *B* allele inherited from C57BL/6J was associated with up to 60% higher activity. This effect climaxed at 75 min but was exhausted by 160 min. A second major modulator of locomotion emerged after approximately 100 min. This locus was located on Chr 16 with peak linkage of 10.6 in females and included one compelling candidate, fibroblast growth factor 12 (*Fgf12*). A strong and transient epistatic interaction existed between the *Oprm1* and *Fgf12* loci during a short time window (45–75 min). In heterogeneous stock rats, we demonstrated that *Oprm1* and *Fgf12* were co-expressed in one subtype of Drd1^+^ medium spiny neuron. A Bayesian network analysis supported an *Oprm1*-to-*Fgf12* network that involves a MAP kinase cascade that modulates *FGF12* phosphorylation and locomotor activation. *OPRM1* and *FGF12* networks in human genome-wide association study (GWAS) data highlight enrichment of signals associated with substance use disorder. This study represents the first demonstration of a time-dependent epistatic interaction modulating drug response in mammals and the first linkage of *Fgf12* to opioid-induced behavior.

## Introduction

Understanding the molecular genetics of opioids is crucial for treatment of opioid use disorder (OUD). Great progress has been made recently in genome-wide association studies (GWAS) of OUD. Genetic variants of several genes have reached genome-wide significance, such as *KCNC1*, *KCNC2* (Gelernter et al., 2014), *CNIH3* (Nelson et al., 2016), *RGMA* (Cheng et al., 2018), *KDM4A* (Sanchez-Roige et al., 2021), and *OPRM1* (Zhou et al., 2020). Recently, Deak et al., 2022, have identified an additional set of 19 independent risk loci for OUD. Most of these variants explain a relatively small fraction of the heritability of OUD and require validation.

The most replicated gene among these studies is the opioid receptor gene *OPRM1* (Deak et al., 2022; Gaddis et al., 2022; Zhou et al., 2020), which encodes the μ opioid receptor (MOR). Morphine, the prototypic MOR agonist, inhibits adenylyl cyclase and decreases the transmission of nociceptive information (Yam et al., 2018). Activation of MOR also increases dopaminergic neuronal transmission to the nucleus accumbens (NAc) by inhibiting GABAergic interneurons in the ventral tegmental area (VTA) (De Vries and Shippenberg, 2002). Co-expression of both MORs and dopamine D1 receptors (DRD1)—but not D2 receptors (DRD2)— is required for the initial locomotor response to morphine (Severino et al., 2020). MOR activation in striatal neurons is also a sufficient signal of opioid reward (Cui et al., 2014). However, the downstream molecular networks associated with *OPRM1* activation and signaling remain incompletely understood.

The lack of large and well-phenotyped populations is a major impediment to further discovery of specific genes and mechanisms that modulate different phases of OUD (Berrettini, 2017). Compared to human GWAS, genetic mapping using model organisms requires a much smaller sample size. Phenotypes can be measured more accurately and studied mechanistically with better control over environmental variables. Large families of recombinant inbred strains (RI) are especially powerful for identifying genetic drivers responsible for trait variation, such as responses to opioids. These families are made by crossing two or more inbred strains, followed by intercrossing and inbreeding progeny for more than 20 generations (Williams et al., 2001). The BXD RI family of mice was created by crossing C57BL/6J (B6) with DBA/2J (D2) (Ashbrook et al., 2021; Taylor et al., 1973). This family has been used to study the effects of alcohol and many psychoactive drugs (Belknap et al., 1993; Crabbe, 1998; Parks et al., 2021; Belknap et al., 1995), along with numerous other molecular and complex traits.

The original data were described in Philip et al., 2010, who identified the *Oprm1* locus. Here, we significantly extended these analyses by using whole-genome sequence-based genetic maps (Ashbrook et al., 2021) and the GEMMA linear mixed model (LMM) (Zhou and Stephens, 2012) for mapping, which improves mapping power and controls for population structure better than previously used methods. In addition to *Oprm1*, our analysis identified a new morphine response locus on chromosome 16 (Chr 16). We exploited complementary rodent datasets—both whole-brain proteomics and single-nucleus RNA-seq (snRNA-seq)—and identified a new candidate gene—fibroblast growth factor 12 (*Fgf12*). We found a strong and transient epistatic interaction between the *Oprm1* and *Fgf12* loci in a short time window after morphine injection. The snRNA-seq data highlights a single subtype of *Drd1*-positive cell type in which *Oprm1* and *Fgf12* are co-expressed. We then created a probabilistic causal model formalizing a molecular scheme in which gene variants modulate key signaling molecules to control locomotion after morphine injection. Lastly, we integrated rodent data with comparable human gene expression to provide a better translational context for understanding the molecular mechanisms and cellular cascades that may underlie initial variation in human OUD responses.

## Results

### QTL mapping of morphine-induced locomotor responses

A total of 64 fully inbred strains from the BXD family (Ashbrook et al., 2021) were used. Each strain was represented by an average of six males and six females (Philip et al., 2010). Locomotion was recorded for 180 min after an acute morphine injection, with movement data binned for each 15 min period. All data were generated by co-authors (PED, GM). Data for the 10th time bin (135–150 min) were lost. Variation in locomotor responses revealed a skewed distribution (Figure 1—figure supplement 1). We therefore quantile normalized data (Figure 1—figure supplement 2) for most analyses, although we note that linkage statistics are robust with respect to this transformation.

Quantitative trait locus (QTL) linkage was computed using a subset of ~7000 informative sequenced-based markers selected via linkage disequilibrium pruning and using the latest version of GEMMA v0.98.5 (Prins et al., 2021, https://github.com/genetics-statistics/GEMMA) as implemented in https://genenetwork.org/. The genome-wide –logp significance threshold (p<0.05), determined by 1000 permutations, is approximately 3.77 for the BXD family. A list of genome-wide significant loci for both morphine-induced locomotion and naloxone-induced withdrawal was summarized in Table 1, with more details provided in Supplementary file 1. We analyzed both sexes separately and jointly to identify potential sex-specific genetic modifiers of morphine response because significant sex by strain interaction was detected in our prior analysis (Philip et al., 2010).

**Table 1.** Genome-wide significant loci morphine-induced locomotion or naloxone-induced withdrawal.

			Locus position (Mb, GRC38)								
*Locus*	Sex^†^	Peak –logp^‡^	Chr	Prox	Peak	Distal	1.5 –logp interval	Add. effect^§^	GN short phenotype description	Time period (min)	GN BXD trait
*Mor1a*	F	4.42	1	72.3	77.6	78.4	6.1	–0.42	Morphine-induced locomotion, distance traveled	0–15	11583
*Nalx1a*	MF	3.96	1	124.0	128.5	141.8	17.9	–0.43	Naloxone-induced withdrawal, salivation	NA	11875
*Nalx1b*	MF	4.14	1	163.3	167.2	168.2	4.8	–0.44	Naloxone-induced withdrawal, salivation	NA	11875
*Mor1b*	F	4.32	1	173.4	173.5	176.2	2.8	–0.38	Morphine-induced locomotion, distance traveled	150–165	11584
*Mor4a*	M	4.06	4	19.7	21.7	33.1	13.4	–0.39	Morphine-induced locomotion, distance traveled	45–60	11331
*Mor5a*	F	5.01	5	9.8	9.8	13.4	3.5	0.52	Morphine-induced locomotion, distance traveled	105–120	11581
*Mor5b*	F	3.86	5	76.1	82.2	90.4	14.2	0.41	Morphine-induced locomotion, distance traveled	30–45	11587
*Nalx6a*	MF/F	4.69	6	112.1	116.9	122.8	10.7	–0.42	Naloxone-induced withdrawal, horizontal activity	0–15	11871
*Mor7a* ^¶^	M/F	5.28	7	96.0	96.8	97.5	1.5	–0.44	Morphine-induced locomotion, distance traveled	0–15	11326
*Mor9a*	F	3.90	9	83.1	83.9	86.1	3.0	0.45	Morphine-induced locomotion, distance traveled	120–135	11582
*Mor10a* *	M/F	10.53	10	5.6	5.6	9.6	4.0	–0.59	Morphine-induced locomotion, distance traveled	30–45	11330
*Nalx12a*	MF/F	4.91	12	16.6	27.6	28.5	11.9	0.46	Naloxone-induced withdrawal, horizontal activity	0–15	11871
*Mor12a*	F	4.03	12	69.6	70.8	74.7	5.2	–0.42	Morphine-induced locomotion, distance traveled	0–15	11583
*Mor12b*	F	5.71	12	98.6	99.6	102.5	3.9	–0.44	Morphine-induced locomotion, distance traveled	30–45	11587
*Nalx14a*	M	4.00	14	49.1	52.1	61.2	12.1	–0.41	Naloxone-induced withdrawal, number of jumps	NA	11336
*Nalx14b*	MF	4.36	14	118.4	118.5	119.4	1.0	–0.25	Naloxone-induced withdrawal, horizontal activity	0–15	11871
*Mor16a* *	F/M	10.56	16	27.0	27.5	29.9	2.8	–0.61	Morphine-induced locomotion, distance traveled	165–180	11585
*Nalx16b*	MF	4.02	16	57.5	59.7	62.2	4.6	0.42	Naloxone-induced withdrawal, salivation	NA	11875

* Significant for morphine and naloxone treatments; best candidate for Mora10a is Oprm1; best for Mor16a is Fgf12.

† MF = male and female joint mapping. M/F=significant in both sexes, but –logp value applies to first entry.

‡ –logp values given for quantile normalized traits but verified on other scales. Values are genome-wide p≤0.05 at ≥3.80.

§ Positive additive effects mean higher trait values linked to D genotypes. Negative values linked to high B values.

¶ Strong candidate gene for Mor7a is Tenm4.

Throughout the first 2 hr after injection of morphine (0–135 min bins), we detected a single and highly significant locus on Chr 10 (Figure 1) with peak linkage that extends from about 5.7–8.9 Mb in males and from 8.9 to 9.6 Mb in females, and a maximal –logp score of 10 and higher for males and 9.6 and higher for females (Figure 2) using quantile normalized locomotor data. This strong locus was reported by Philip et al., 2010. But we also now detect a strong second locus for locomotor activation on Chr 16 between 25 and 30 Mb, that only emerges 90 min after injection and reaches its temporal peak more than 2 hr after injection (Figure 3). Linkage is significant in both sexes but is several orders of magnitude stronger in females than males—linkages of 10.6 and 4.28, respectively.

**Figure 1.**
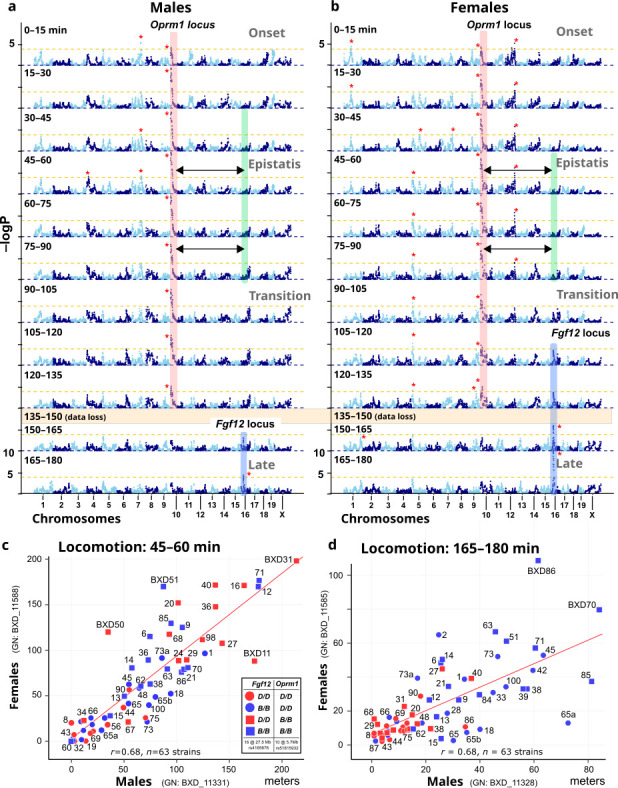
Time series of quantitative trait loci (QTLs) for morphine-induced locomotor response. Locomotion data were quantile-normalized and mapped against whole genome sequencing (WGS)-based genotype using GEMMA in https://genenetwork.org/. QTLs for male (**a**) and female (**b**) are stacked up by increasing 15 min time intervals. The dotted lines represent the genome-wide significance level of ~3.77. The color shaded areas indicate consistent associations across time bins for the Chr 10 locus (red) and the Chr 16 locus (blue). Strong correlation in morphine-induced locomotor response between male and female BXD strains is shown in Pearson’s correlation scatter plots during the 45–60 min (**c**) and 165–180 min (**d**) time frames.

**Figure 1—figure supplement 1.**
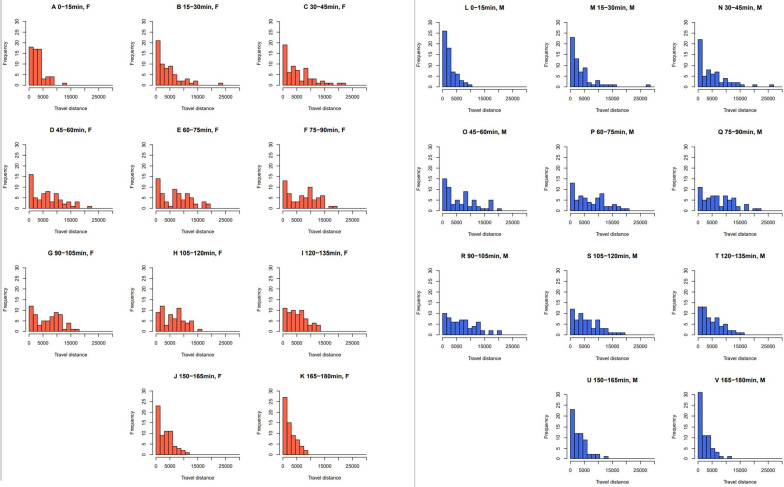
Distribution of raw locomotion data after morphine injection. Distribution of raw data for locomotion after morphine injection at different time intervals in females (orange A–K) and males (blue L–V). Data for 135–150 min were lost for both sexes.

**Figure 1—figure supplement 2.**
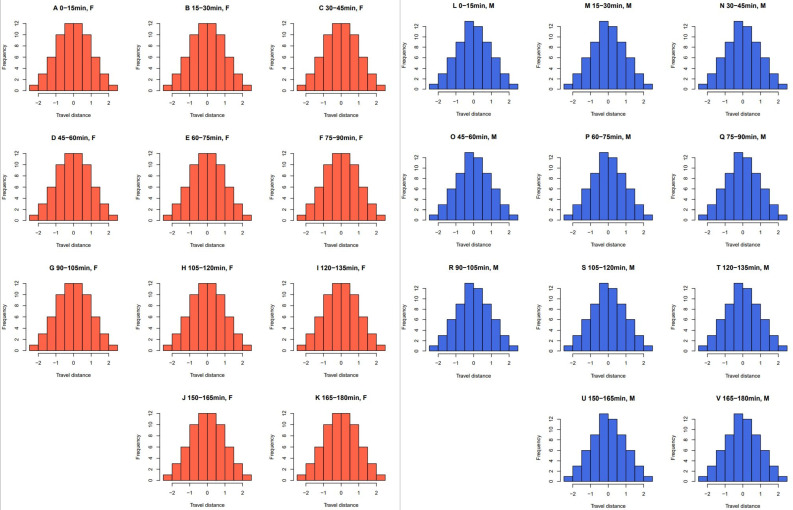
Distribution of quantile-normalized locomotion data after morphine injection. Data are plotted for each time bin for both females (orange A–K) and males (blue L–V). Data for 135–150 min were lost for both sexes.

**Figure 2.**
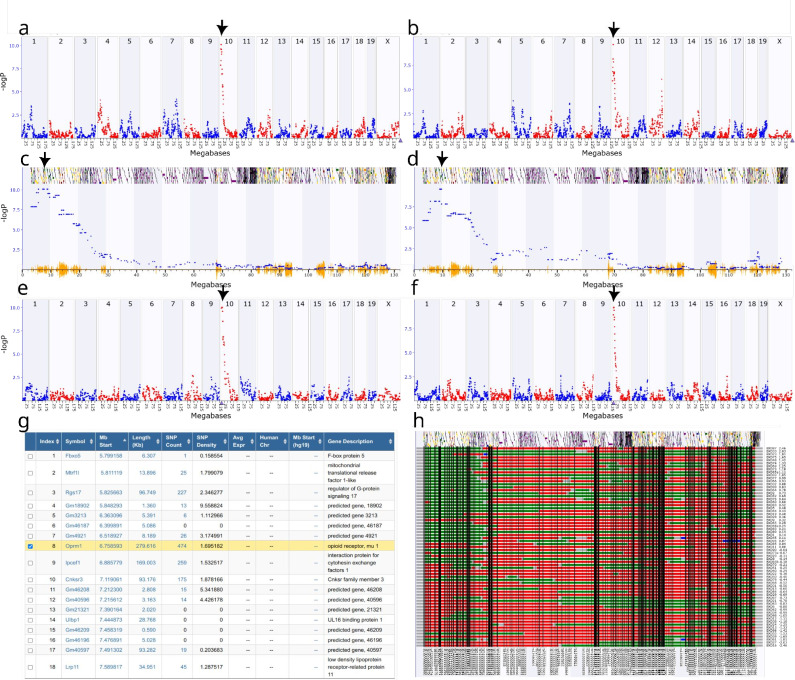
Quantitative trait loci (QTLs) of morphine-induced locomotion between 45 and 60 min on Chr 10. (**a**) QTL for males with a peak –logp of 10.06 (n=63 strains). (**b**) QTL for females with a peak –logp of 9.60 (n=64 strains). (**c**) Zoomed-in view of QTL in males. (**d**) Zoomed-in view of QTL in females. (**e**) Cis-eQTL for *Oprm1* in the nucleus accumbens (NAc) of the BXDs, with a peak –logp of 10.01 (n=34 strains). (**f**) Cis-eQTL for *Oprm1* in the hippocampus of the BXDs, with a peak –logp of 9.7 (n=67 strains) on Chr 10 at 5.6 Mb. (**g**) *Oprm1* neighborhood in BXD family with SNP densities. (**h**) Haplotype map of the eQTL region. The ‘B’ of BXD is the mother, and ‘D’ is the father. GEMMA with LOCO was used for all association mapping.

**Figure 3.**
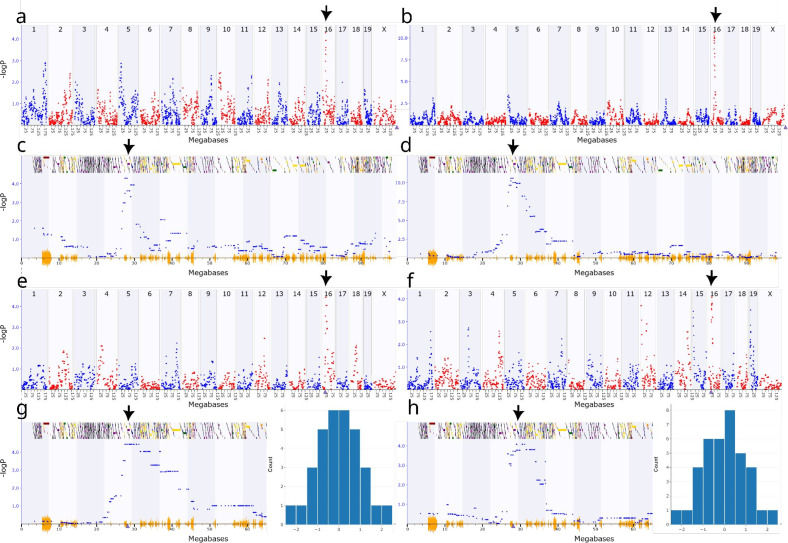
Quantitative trait loci (QTLs) of morphine-induced locomotion between 165 and 180 min on Chr 16. (**a**) QTL in males with a peak –logp of 4.28 (n=63 strains). (**b**) QTL for females with a peak –logp of 10.56 (n=64 strains). (**c**) Zoomed-in view of the QTL in males. (**d**) Zoomed-in view of the QTL in females. (**e**) Cis-eQTL in the striatum of the BXDs, with a peak –logp of 4.43. (**f**) Cis-eQTL in the ventral tegmental area (VTA) of the BXDs, with a peak –logp of 4.06. (**g**) Histogram of the normalized expression of *Fgf12* in striatum and zoomed-in view of the QTL region. (**h**) Histogram of the normalized expression of *Fgf12* in VTA and zoomed-in view of the QTL region. GEMMA with LOCO was used for all association mapping.

Males and females display roughly similar patterns of linkage on both Chr 10 and Chr 16. This is consistent with the generally strong positive sex correlations in morphine-induced locomotion responses across all 15 min intervals. Correlation coefficients peak at about 0.84–0.88 from 15 to 75 min after injection—the phase during which morphine induces the steepest increase in locomotion—from about 29 to 71 m per 15 min bin (Figure 1c and d). This is also the interval that corresponds to the peak linkage in both sexes near *Oprm1*. Thereafter, correlations drop but are still generally above 0.70 through to 120 min. During the last hour, correlations are lower—ranging from 0.57 to 0.68. This drop in correlation corresponds to the period during which effects of the *Fgf12* locus are strongest and, conversely, effects of the *Oprm1* locus are weakest. The distance traveled in the final interval (165–180 min) is down to a level slightly lower than that in the first interval—about 25 m—and the final correlation between sexes is 0.68. This is the interval during which the *Fgf12* locus has a remarkably high linkage of 9.7 and 5.3 in females and males, respectively. In contrast, at this late stage, *Oprm1* has linkage below 2.5 in both sexes.

### Candidate gene identification for morphine-induced locomotor response

The μ1 opioid receptor protein (MOR or OPRM1) is expressed in multiple brain regions and is involved in opioid-induced reward and locomotor response (Contet et al., 2004). In mice, the very large *Oprm1* gene is on Chr 10 between 6.76 and 7.04 Mb, just proximal to the linkage peak (Figure 2c and d, GRCm38 assembly). In the BXD family, there are over 40 known SNPs, indels, and larger variants segregating in this gene locus, but to the best of our knowledge, none alter protein sequence. Given its location just proximal to the QTL peak, its large size, and the high level of genetic variation, *Oprm1* is an uncontroversial candidate for differences in acute morphine locomotor activation (Table 2). But there is some additional support—expression of *Oprm1* mRNA has been quantified in many brain regions across the BXD family, and variants in and around this gene clearly modulate its expression most strongly in NAc and hippocampus (cis-eQTLs with –logp values >7.0, see examples in Figure 2e and f). Variation in the expression levels of *Oprm1* from the *B* and *D* haplotypes could contribute causally to the Chr 10 locus. Of functional importance, the *D* allele has roughly 50% higher expression in both NAc (Figure 2e) and hippocampus (Figure 2f), an interesting observation given that BXD strains that inherit the *B* allele tend to have a much stronger initial locomotor response.

**Table 2.** List of candidate genes.

Candidate gene	Chr	Start (Mb)	Stop (Mb)	Male trait ID	Female trait ID	Phenotype
*Tenm4*	7	96	97.5	BXD_11326	BXD_11572	Locomotion 0–15 min after morphine injection
*Oprm1*	10	5.6	9.6	BXD_11331	BXD_11588	Locomotion 45–60 min after morphine injection
*Oprm1*	10	5.6	9.6	BXD_11339	BXD_11596	Differences in locomotion before vs. after injection
*Slc7a7/slc7a8*	14	49.1	61.2	BXD_11336	BXD_11850	Number of jumps after naloxone-induced withdrawal
*Fgf12*	16	27.0	29.9	BXD_11328	BXD_11585	Locomotion 165–180 min after morphine injection
*Fgf12*	16	27.0	29.9	BXD_11339	BXD_11596	Differences in locomotion before vs. after injection

Potential candidate genes in QTL regions that were further investigated in this study are provided. For details on any given trait, please visit the corresponding GN website by embedding the trait ID in the URL such as https://genenetwork.org/show_trait?trait_id=11331&dataset=BXDPublish (for trait BXD_11331, morphine response (50 mg/kg ip), locomotion (open field) from 45 to 60 min after injection in an activity chamber for males [cm]).

We restricted our analysis of candidate genes for the novel Chr 16 locus to a 1.5 –logp confidence interval (corresponding to a 95% confidence interval) extending from 27 to 29 Mb (Figure 1). This small region contains only five protein-coding genes and one gene model (*Gm10823*) in the following proximal-distal order: *Ostn, Uts2d*, *Ccdc50*, *Gm10823*, *Fgf12*, and *Mb21d2* (Figure 4). *Fgf12*, previously known as *Fhf1*, is the largest protein-coding gene in this interval (~600 kb), with a promoter located close to *Mb21d2* (Figures 3c, d, 4). This is also the strongest biological candidate gene (Table 2) and is already known to interact with the C-terminal region of three sodium channel proteins—SCN9A (Wildburger et al., 2015), SCN8A (Liu et al., 2003), and SCN2A (Wildburger et al., 2015). *Fgf12* encodes a protein that is a member of the fibroblast growth factor (FGF) family. FGFs are involved in response to alcohol (Even-Chen et al., 2017) and morphine (Flores et al., 2010) in key brain reward regions.

**Figure 4.**
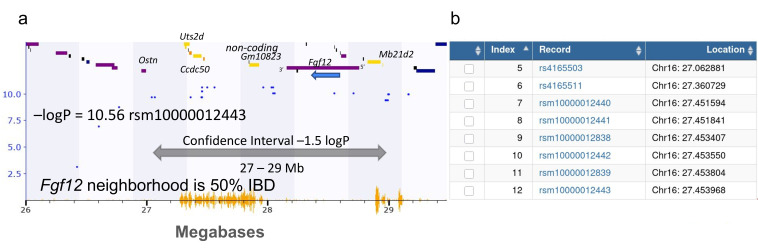
Chr 16 locus at 165–180 min after morphine injection. (**a**) Zoomed-in view of the Chr 16 locus, from 26 to 29 Mb, showing individual SNPs (blue dots) and genes (purple horizontal lines) in the region. (**b**) A screenshot of GeneNetwork showing SNPs that inhabit this region. Almost all B vs. D SNPs (orange hash along x-axis) are restricted to two regions.

The majority of the *Fgf12* gene is situated in a region that is almost identical-by-descent between the *B* and *D* parental haplotypes. This is highlighted in Figure 4 as the very low SNP density. There are 12 known non-coding variants between *B* and *D* haplotypes and no known coding variants; however, there are very significant cis-acting expression QTLs associated with *Fgf12* expression differences in the striatum (Figure 3e and g, –logp of 4.4) and the VTA (Figure 3f and h, –logp of 4.1). The *B* allele is associated with expression that is as much as 60% higher than that of the *D* allele. We identified no coding variants for the other genes in this interval, and *Fgf12* showed the most robust cis-eQTL evidence.

### An epistatic interaction between *Oprm1* and *Fgf12* loci modulates locomotor response to morphine

We detect large additive effects for the locomotor responses to morphine near *Oprm1* at early time points (0–90 min) and near to *Fgf12* at late time points (+90 min). We tested for a possible epistatic interaction between these distinct loci and discovered a strong but transient interaction in both sexes (Figure 5). The epistasis is strongest in the 45–60 min period—precisely at the midpoint between the early and additive *Oprm1* effect and the late and additive *Fgf12* effect (Figure 5c–g, e.g. male trait BXD_11331). Those BXDs that inherit the *B* haplotype of *Oprm1* (defined as rs29339674, 6.7 Mb), as well as the *D* haplotype of the *Fgf12* locus (defined as rs4169220 at 31.6 Mb), have unexpectedly high levels of locomotion compared to all of the other two-locus combinations (Figure 5, Figure 5—figure supplement 1). The –logp value of the epistatic component is in the range of 2.5–4.8 (MF = trait BXD_11845, –logp = 4.2; F trait = BXD_11588, –logp = 4.8; M trait = BXD_11331, –logp = 2.5) and is significant at p<0.05. The full model that includes this interaction term, as well as both additive effects at *Oprm1* and at *Fgf12*, has a remarkably high –logp value of 11.9–13.2 (MF = 13.2, F=11.9, M=12.0). This epistatic interaction is preserved as the time window moves forward. For example, maps of the 60–75 min interval (trait BXD_18846) have an epistatic effect with a –logp of 3.0; an additive effect near *Oprm1* with a –logp of 8.2; and an additive effect at *Fgf12* of merely 0.14. The full model in this interval still has a very high cumulative –logp of 11.4. By 75–90 min (trait BXD_18847), the interaction effect has dropped to a –logp of 2.2, and the model has a cumulative –logp of 9.40. In marked contrast, over the two intervals from 90 to 120 min, we do not detect significant epistasis. At best, the interaction –logp is only in the range of 1.5–2.0. In the 120–135 and 150–165 min intervals, the originally powerful *Oprm1* additive effect has faded to 2.74 and 1.15, respectively. There is no detectable interaction with the *Fgf12* locus. However, the purely additive effect at *Fgf12* is now much stronger and is detectable for the first time as an independent additive effect with –logp values of 2.1 and 4.2, respectively. Finally, in the last interval—165–180 min (trait BXD_11585)—we detect no linkage to the *Oprm1* locus, or any epistasis, but we again pick up a highly significant additive effect at the *Fgf12* locus with a peak –logp, i.e., 4.9.

**Figure 5.**
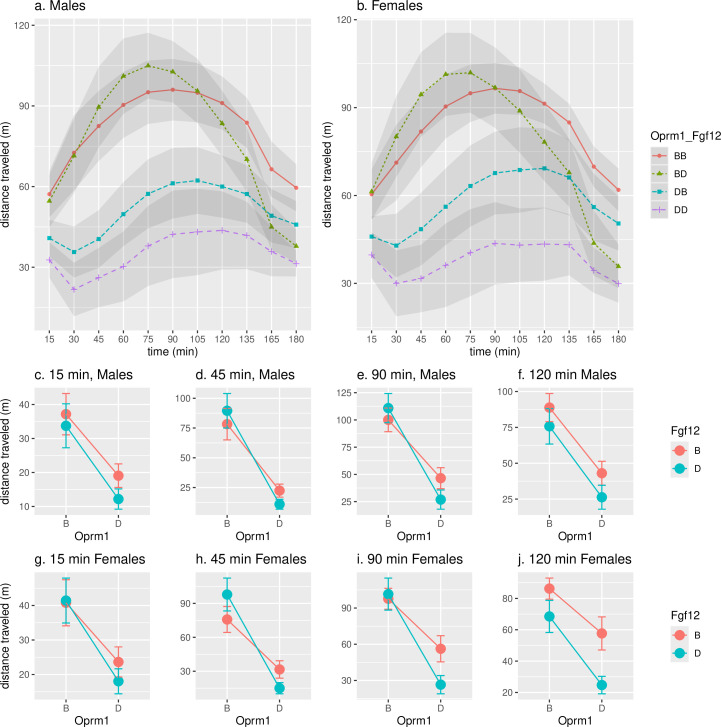
Epistatic interaction among genotype combinations. (**a**) Males and (**b**) females with different combinations of the ‘*B*’ (i.e. *B/B*) or ‘*D*’ (i.e. *D*/*D*) genotypes yield different distances traveled after morphine injection over 120 min. Distance traveled (m) between the two genotypes for each loci is shown for each time point in (**c–f**) males and (**g–j**) females. Error bars represent standard errors.

**Figure 5—figure supplement 1.**
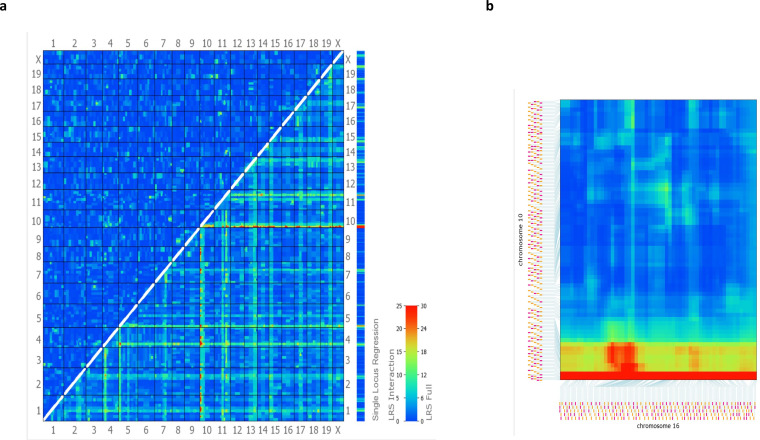
Pairwise linkage statistics across the genome. (**a**) Genome-wide two-dimensional heat map showing all pairwise marker combinations, illustrating both additive (main) effects and epistatic (interaction) effects. The upper-left triangle displays LOD scores for interaction terms, while the rightmost column shows the main-effect (single-locus) genome scan. (**b**) Zoomed-in view of linkage statistics between chromosomes 10 and 16. The red band along the bottom represents a strong additive effect on chromosome 16.

### Cell-type-specific co-expression of *Oprm1* and *Fgf12* in the rat NAc core

To further examine whether *Oprm1* and *Fgf12* were co-expressed in the same cells of the NAc, we performed snRNA-seq using a droplet-based approach (10x Genomics). Nuclei were isolated from microdissected NAc cores obtained from two female heterogeneous stock (HS) rats (Carrette et al., 2021). 

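The nucleus accumbens core of each rat was pooled from 3 sections, taken after 4 weeks of abstinence from oxycodone self-administration. The 10x Multiome assay reads RNA and open chromatin from the same nucleus, and each droplet's barcode stands for 1 nucleus. Of the 2 rats, rat F712 was analysed here, with 4212 barcodes and 33294 genes. Rat F411, with 3881 barcodes, was not analysed here, and every value comes from 1 library with no replicate. The authors aligned the reads to mRatBN7.2 with Cell Ranger and counted unique molecular identifiers (UMIs), so each value is the number of distinct transcripts of a gene in a nucleus, without normalization and before any quality limit. The barcodes of rat F712 held 43438384 UMIs, with a median of 4157 UMIs and 2208.5 genes. The limits of the Methods were then applied, doublets were removed, and the nuclei were clustered with SCTransform, 30 principal components and the Louvain algorithm at resolution 0.8, since the paper's text names no resolution. *Oprm1*, *Fgf12* and other genes whose levels are reported were kept out of the features that form the clusters, unless they serve as cell type markers. Clusters were named from markers and carry the suffix "-like", because the names were rebuilt here. The level of a gene is the sum of its UMIs over a group of nuclei, divided by the total UMIs of that group and scaled to 1000000 (CPM), with an exact 95% Poisson interval. Intervals cover counting error only, and nuclei of 1 rat are not replicates, so no p-value is given.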

The NAc was chosen due to its central role in opioid reward and the observed strain differences in morphine-induced locomotion (Velásquez et al., 2019). 

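Nuclei are screened because empty droplets, broken nuclei and droplets that caught more than 1 nucleus all enter the count matrix. In rat F712, 2783 barcodes passed every limit, and 2644 were left after doublet removal. The barcodes that were kept held 14847742 UMIs, with a median of 3076 UMIs and 1738.5 genes. The upper limit of 16000 UMIs removed the most, 842 barcodes (20.0%), and 412 of these failed no other limit. The lower limit of 1000 UMIs removed 202 barcodes (4.80%), and 421 (10.0%) had more than 6000 genes. A mitochondrial share of 2% or more was seen in 232 barcodes (5.51%), and shares of 1% or more were seen in 133 for the small ribosomal subunit genes and in 322 for the large. The nuclei kept were of a deep and a shallow kind. Those in neuronal clusters had a median of 11690 UMIs, and those in other clusters 2251 UMIs.

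**Figure D1:**
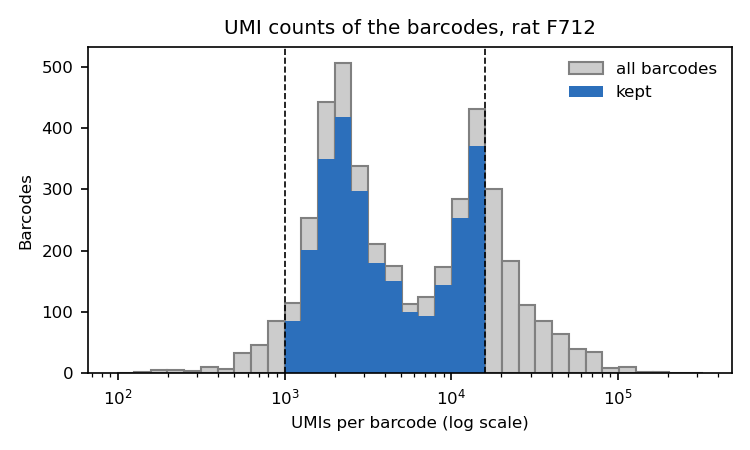
Number of barcodes of rat F712 (vertical axis) by UMIs per barcode (horizontal axis, log scale), for all barcodes (grey) and for those kept after the limits and doublet removal (blue). The dashed lines mark 1000 and 16000 UMIs. The 842 barcodes to the right of the upper line were removed.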

After filtering out low-quality nuclei and potential doublets, a total of 4495 high-quality nuclei transcriptomes remained with a median number of 3363 transcripts (unique molecular identifiers) and 1861 genes detected per nucleus. 

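The nucleus accumbens core holds projection neurons, a few kinds of interneurons and glia, and nuclei of 1 kind share a transcriptome that clustering can pick out. The nuclei of rat F712 formed 18 clusters of 24 to 530 nuclei, 9 of them neuronal with 949 nuclei (35.9%). Oligodendrocytes, which make myelin, were the largest class, with 999 nuclei (37.8%) in 3 clusters. Their precursors (OPC) made up 127 nuclei, a stage committed to become oligodendrocytes 27, astrocytes 141 and microglia 96. A cluster of 305 nuclei (11.5%) stays unnamed, since it carried markers of both oligodendrocytes and endothelial cells. *Flt1*, a receptor of endothelial cells, was at 384.8 CPM in it, and its median mitochondrial share was 1.15% against 0.217% over all nuclei kept. With settings from resolution 0.4 to 1.2 and other filters, the number of clusters ranged from 13 to 20.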

We then performed SCT transformation (Hafemeister and Satija, 2019), dimensional reduction, and clustering using Seurat (Stuart et al., 2019) and identified 17 cell-type clusters (Figure 6a).

**Figure 6.**
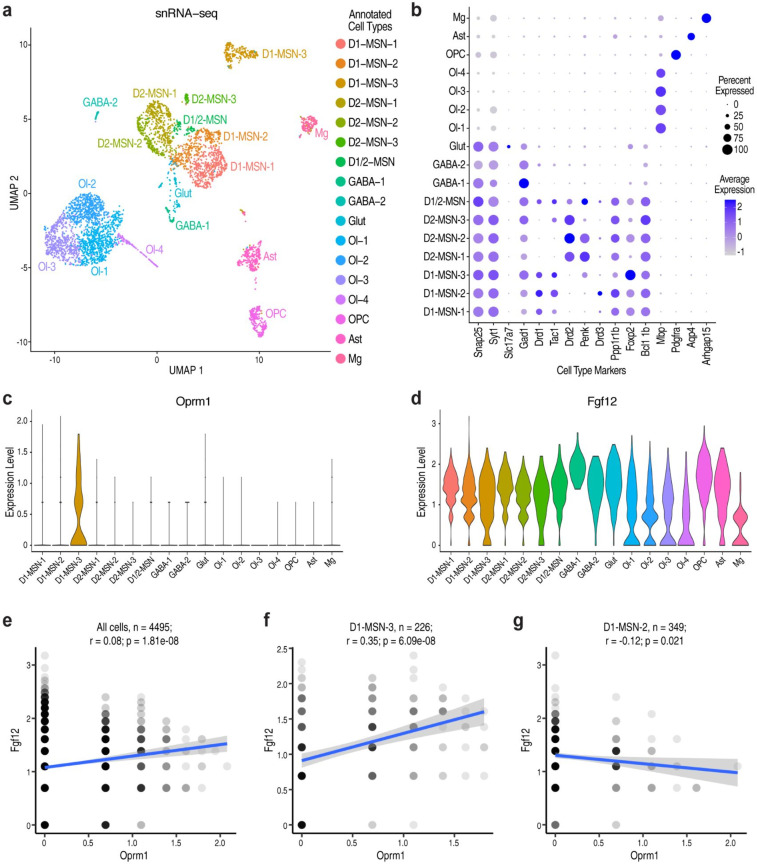
*Oprm1* and *Fgf12* are positively correlated in rat nucleus accumbens (NAc) suggested by single-nucleus RNA-seq (snRNA-seq). (**a**) UMAP visualization of cell clusters from 4495 nuclei from rat NAc core. (**b**) Dot plot showing the expression level of cell-type marker genes in cell clusters. The shade of dots denotes normalized and scaled average expression, and the size of dots denotes the percentage of cells expressing the gene in each cell cluster. (**c, d**) Violin plots indicating the normalized and scaled expression level of *Oprm1* (**c**) and *Fgf12* (**d**) across cell clusters. (**e–g**) Scatter plots showing the correlation relationship between *Oprm1* and *Fgf12* in all cells (**e**), D1-MSN-3 (**f**), and D1-MSN-2 (**g**). Nuclei counts (n), Pearson’s correlation coefficients (r), and p-values (p) are labeled on each panel. UMAP, uniform manifold approximation and projection; D1-MSN, Drd1-expressing medium spiny neuron; D2-MSN, Drd2-expressing medium spiny neuron; GABA, GABAergic inhibitory neuron; Glut, glutamatergic excitatory neuron; Ol, oligodendrocyte; OPC, oligodendrocyte precursor cell; Ast, astrocyte; Mg, microglial cells.

**Figure 6—figure supplement 1.**
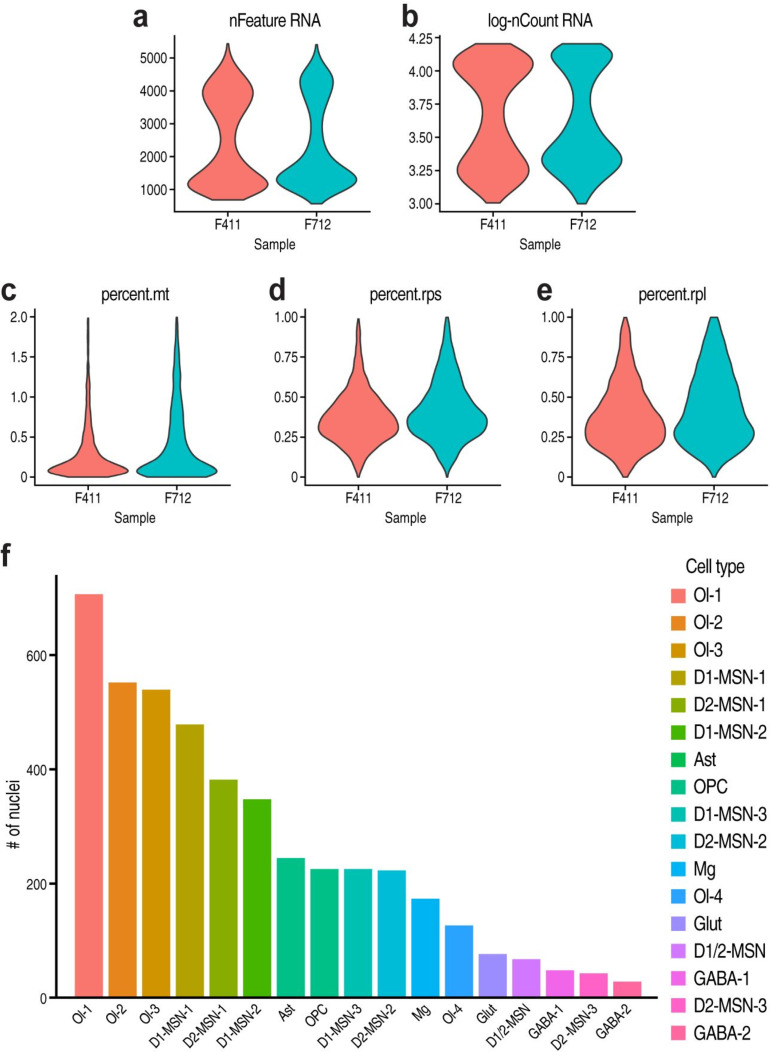
Quality control (QC) of single-nucleus RNA-seq (snRNA-seq) and number of cells per cluster. (**a–e**) Violin plots showing QC parameters used for selecting high-quality nuclei in each sample: (**a**) Unique gene numbers per nuclei (nFeature_RNA). (**b**) Log-transformed total read numbers per nuclei (log-nCount_RNA). (**c**) Percentage of mitochondrial gene reads. (**d**) Percentage of small 40S ribosomal (Rps) gene reads. (**e**) Percentage of large 60S ribosomal (Rpl).

**Figure 6—figure supplement 2.**
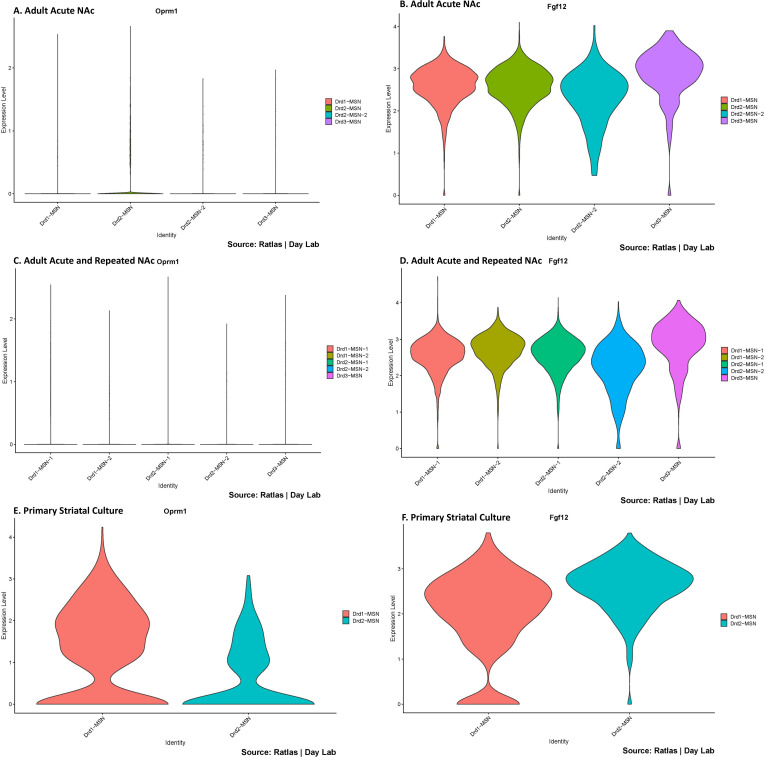
Gene expression of D1- and D2-type medium spiny neuron subtypes. Expression of *Oprm1* and *Fgf12* in acute and repeated nucleus accumbens (NAc) and in primary striatal culture from the Ratlas database. (**a**) Expression of *Oprm1* in acute NAc. (**b**) Expression of *Fgf12* in acute NAc. (**c**) Expression of *Oprm1* in both acute and repeated NAc. (**d**) Expression of *Fgf12* in both acute and repeated NAc. (**e**) Expression of *Oprm1* in primary striatal culture. (**f**) Expression of *Fgf12* in primary striatal culture.

We annotated the cell clusters based on the expression level of established marker genes of the major cell types: neurons (*Snap25, Syt1*), excitatory neurons (*Slc17a7*), inhibitory neurons (*Gad1*), dopaminergic neurons (*Ppp1r1b, Foxp2, Blc11b*), oligodendrocytes (*Mbp*), oligodendrocyte precursor cells (*Pdgfra*), astrocytes (*Aqp4*), and microglia (*Arhgap15*). In addition, we identified seven subtypes of dopaminergic-receptor neurons. 

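Markers separate the classes because each is transcribed more in some kinds of cell than in others. *Snap25*, which encodes a protein of the synaptic release machinery, was at 934.6 to 1314.5 CPM in the MSN-like clusters and at 50.2 to 65.5 CPM in the oligodendrocyte-like clusters. *Slc17a7*, a vesicular glutamate transporter, was at 514.5 CPM in a cluster of 24 nuclei. *Gad1*, an enzyme of GABA synthesis, was at 783.2 CPM in an interneuron-like cluster of 85 nuclei, along with the peptide genes *Sst* at 1089.1 CPM and *Npy* at 478.6 CPM. The MSN-like clusters held *Gad1* too, at 219.7 to 451.6 CPM. *Mbp*, a myelin protein gene, was at 6894.2, 7176.1 and 7840.8 CPM in the oligodendrocyte-like clusters. *Pdgfra*, a growth factor receptor of oligodendrocyte precursors, was at 1183.4 and 1189.7 CPM in the OPC-like clusters. *Gpr17*, which marks precursors about to differentiate, was at 1446.3 CPM in the committed OPC-like cluster. *Aqp4*, a water channel of astrocytes, was at 515.4 CPM in the astrocyte-like cluster, and *Arhgap15* at 3251.9 CPM in the microglia-like cluster.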

We used expression of *Drd1* and *Tac1* to define D1-type medium spiny neurons (D1-MSNs). The expression of *Drd2* and *Penk* was used to define D2-type medium spiny neurons (D2-MSNs) (Figure 6b, n=1768 MSNs total, see Figure 6—figure supplement 1f). 

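The D1 and D2 dopamine receptors split medium spiny neurons (MSNs) into the direct and the indirect output pathway, and the peptides made from *Tac1* (substance P) and *Penk* (enkephalin) largely follow that split. Of the 7 MSN-like clusters of rat F712, with 840 nuclei, 3 were D1-MSN-like (376 nuclei), 3 were D2-MSN-like (343 nuclei) and 1 was assigned to neither (121 nuclei). *Drd1* was at 216.0 to 328.2 CPM in the D1-MSN-like clusters and at 4.85 to 92.8 CPM in the D2-MSN-like clusters. *Drd2* was at 494.7 to 885.5 CPM in the D2-MSN-like clusters and at 1.79 to 12.4 CPM in the D1-MSN-like clusters. *Tac1* was at 181.8 to 932.1 CPM in the D1-MSN-like clusters. It was at 252.6 CPM in the D2-MSN-like cluster of 84 nuclei and at 11.9 and 13.25 CPM in the other D2-MSN-like clusters, so the ranges overlapped through that cluster alone. The cluster of 84 nuclei also held *Drd1* at 92.8 CPM and *Pdyn* at 91.9 CPM. Whether D1-MSN nuclei are mixed into it was not tested. *Penk* was at 759.3 to 1085.5 CPM in the D2-MSN-like clusters and at 20.6 to 543.3 CPM in the D1-MSN-like clusters. The unassigned cluster had both receptors, with *Drd1* at 131.7 CPM and *Drd2* at 376.8 CPM, and was shallow, with a median of 3924 UMIs against 11932.5 over MSN-like nuclei. The D2-MSN-like cluster of 84 nuclei was led by immediate early genes, which neurons switch on after strong activity. In it *Nr4a1* was at 278.4 CPM, *Npas4* at 148.3 CPM and *Arc* at 125.3 CPM, against 23.98, 12.3 and 9.13 CPM in the other nuclei.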

MSNs represented the majority (91.8%) of neuronal cells, as expected by previous knowledge of the NAc cellular composition.

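MSNs send the output of the nucleus accumbens, while interneurons act within it. In rat F712 the MSN-like clusters made up 88.5% of neuronal nuclei (840 of 949, exact Clopper-Pearson interval 86.3 to 90.5%). The others were the interneuron-like cluster (85 nuclei) and the glutamatergic neuron-like cluster (24 nuclei). With all barcodes of at least 500 genes and no other limit, the share was 54.1% (1696 of 3138 nuclei), where 3 clusters with markers of both neurons and glia, 1252 nuclei in all, stayed in the denominator. At resolution 1.2, with 20 principal components and with all variable features the share was 91.0 to 91.2%, where 22 of 28 nuclei of a sub-cluster high in *Chst9* that count here as interneuron-like fell in an MSN-like cluster.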

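*Oprm1* encodes the mu opioid receptor, the target of morphine, and *Fgf12* encodes an intracellular protein that binds voltage-gated sodium channels. In rat F712, *Oprm1* transcripts lay mostly in neurons, and highest in a small D1-MSN-like cluster. This cluster of 53 nuclei is called D1-MSN-3-like because it had the highest *Foxp2* and the lowest *Ppp1r1b* of the D1-MSN-like clusters, and the other D1-MSN-like cluster with the highest *Drd3* (187 nuclei) is called D1-MSN-2-like. *Oprm1* was at 119.5 CPM (94.0 to 149.8) in the D1-MSN-3-like cluster and at 80.2 CPM (68.9 to 92.8) in the D1-MSN-2-like cluster, a ratio of 1.49 (1.12 to 1.96). In the third D1-MSN-like cluster it was at 37.8 CPM (29.1 to 48.2), and in the D2-MSN-like clusters at 28.0 CPM (23.1 to 33.5). The interneuron-like cluster was at 93.6 CPM (73.1 to 118.1), an interval that overlaps that of the D1-MSN-3-like cluster, and 28 of its nuclei held 56 of its 71 *Oprm1* UMIs. Its level was 89.1 to 100.9 CPM in 4 other settings and 25.8 to 27.5 CPM in 5, namely without doublet removal, with all barcodes of at least 500 genes, at resolution 1.2, with 20 principal components and with all variable features. Against all other MSN-like nuclei, the D1-MSN-3-like cluster was 2.66 times as high (2.05 to 3.42). Of the 569 *Oprm1* UMIs, 13.2% came from the D1-MSN-3-like cluster, 31.5% from the D1-MSN-2-like cluster, 20.6% from the D2-MSN-like clusters and 4.39% from non-neuronal nuclei. At least 1 *Oprm1* UMI was found in 29 of 53 D1-MSN-3-like nuclei (54.7%, 40.5 to 68.4%) and in 1 of 999 oligodendrocyte-like nuclei (0.10%), at median depths of 12218 and 2262 UMIs. After thinning every nucleus to 1000 UMIs these shares were 9.43% (3.14 to 20.7%) and 0.10%. Thinned to 5000 UMIs, 38.5% (25.3 to 53.0%) of 52 D1-MSN-3-like nuclei and 14.4% (11.9 to 17.2%) of 707 other MSN-like nuclei had one, with 1 and 80 shallower nuclei left out. Microglia-like nuclei held 11 *Oprm1* UMIs, 46.5 CPM (23.2 to 83.1), and in them *Ipcef1*, a gene that overlaps *Oprm1* in the GRCr8 annotation, was at 287.2 CPM. *Fgf12* was detected in every cluster and was lower in the D1-MSN-3-like cluster, at 548.1 CPM (491.7 to 609.2), than in other MSN-like nuclei, at 1027.5 CPM (1006.2 to 1049.2). No cluster met the rule for D1-MSN-3-like in 4 of 11 other settings of the filters and the clustering. In 3 of these the MSN-like cluster with the highest *Foxp2*, taken in its place after seeing the data, did not have the highest *Oprm1*. With stricter limits it had 78.5 CPM and with 50 principal components 88.0 CPM, against 100.9 and 92.4 in the interneuron-like cluster. In these settings it held *Drd2* at 226.9 and 245.6 CPM, against 6.37 in the D1-MSN-3-like cluster. At resolution 0.4 it had 38.3 CPM against 105.3 in an unnamed cluster. There its 133 nuclei, with *Drd1* at 215.1 CPM, resembled the third D1-MSN-like cluster (136 nuclei, 216.0 CPM). This level therefore cannot be read as that of D1-MSN-3-like nuclei.

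**Figure D2:**
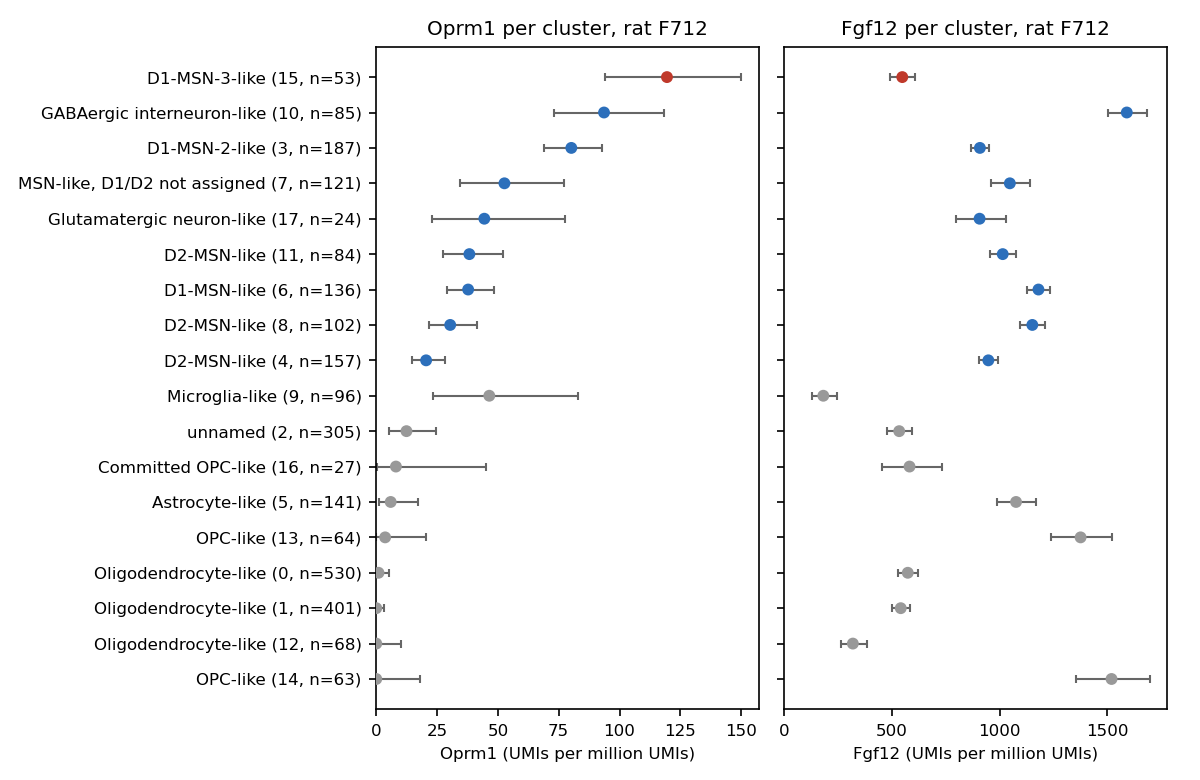
Level of *Oprm1* and of *Fgf12* (CPM) in each of the 18 clusters of rat F712, with exact 95% Poisson intervals. The D1-MSN-3-like cluster is red, other neuronal clusters blue and non-neuronal clusters grey. *Oprm1* is highest in the D1-MSN-3-like cluster at 119.5 CPM, and *Fgf12* UMIs are found in both neuronal and non-neuronal clusters.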

*Oprm1* was uniquely expressed in the D1-MSN-3 subtype, while *Fgf12* was expressed across all cell populations (Figure 6c and d). We then performed Pearson’s correlation analysis to test the idea that the epistatic interaction between *Oprm1* and *Fgf12* is mediated by a specific cell type. While a weak but significant positive correlation (r=0.08, p=1.8e-8) between the expression of *Oprm1* and *Fgf12* (Figure 6e) was detected when all cells were included, a much stronger correlation (r=0.35, p=6.1e-8, Figure 6f) was found in D1-MSN-3 cells. In contrast, D1-MSN-2 had a significant weak negative correlation (r = –0.12, p=0.02, Figure 6g). 

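A correlation across nuclei asks whether nuclei with more transcripts of 1 gene also hold more of the other. Over all 2644 nuclei of rat F712, Pearson's r of SCT-normalized *Oprm1* and *Fgf12* was 0.066, where 290 nuclei held an *Oprm1* UMI. In the 53 D1-MSN-3-like nuclei, r was 0.288. *Fgf12* was at 435.0 CPM (359.1 to 522.2) in the 24 D1-MSN-3-like nuclei without an *Oprm1* UMI, at 528.2 CPM (411.7 to 667.3) in the 11 nuclei with 1 UMI and at 689.2 CPM (586.2 to 805.0) in the 18 nuclei with more. As a reference for these r values, 200 genes with the mean level nearest to that of *Fgf12* were each correlated with *Oprm1* in the same nuclei. Over all nuclei *Fgf12* lay at the 42.5th percentile of these genes. In the D1-MSN-3-like cluster it lay at the 91.5th percentile, with r of the matched genes from -0.475 to 0.489. Leaving out 1 nucleus at a time gave r of 0.227 to 0.340 in this cluster, and with nuclei thinned to 5000 UMIs r was 0.177. Without the 2 nuclei with the most *Oprm1* UMIs, a choice made after seeing the data, r was 0.208. Other settings of the filters and clustering that had such a cluster gave r from 0.261 with doublets called by Scrublet to 0.364 with all barcodes of at least 500 genes. In the latter the cluster also held 21 nuclei of the *Chst9*-high sub-cluster. At resolution 1.2, with 20 principal components, with all variable features and without covariates it held 22 of them. With all 28 joined to the cluster of 53, a choice made after seeing the data, r was 0.209. In 4 other settings no cluster met the rule for D1-MSN-3-like, and the MSN-like cluster with the highest *Foxp2* was taken in its place after seeing the data. In it r was 0.239 without doublet removal, 0.164 with 50 principal components and 0.032 with stricter limits, where it also held *Drd2* at 189.7 to 245.6 CPM. At resolution 0.4 r was 0.006, but its 133 nuclei resembled the third D1-MSN-like cluster (136 nuclei, r of 0.022). That r cannot be read as one of D1-MSN-3-like nuclei. Over all nuclei, r changed sign when UMI depth was taken into account (partial r of -0.018), within clusters (mean of -0.037), with stricter quality limits (-0.001) and in nuclei with an *Oprm1* UMI (-0.138).

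**Figure D3:**
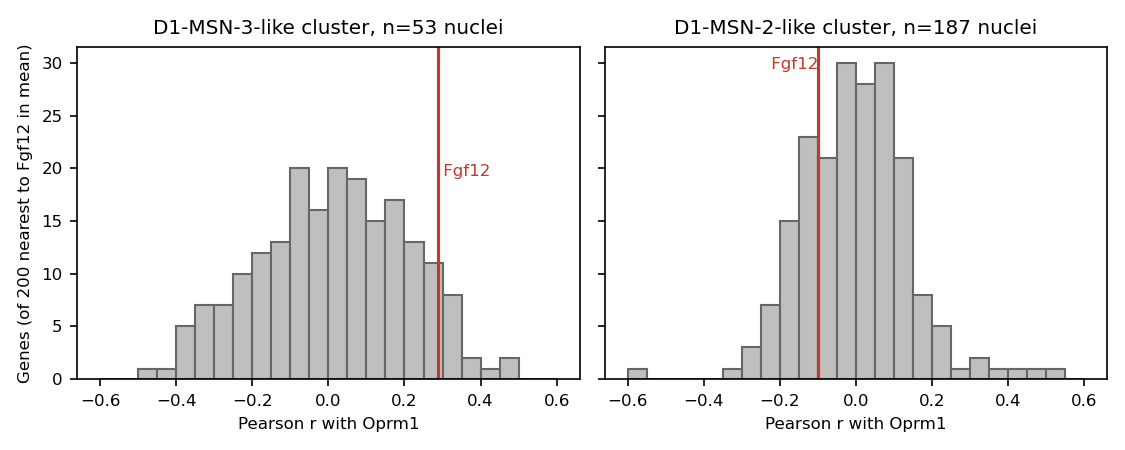
Number of genes (vertical axis) by Pearson's r with *Oprm1* (horizontal axis) for the 200 genes nearest to *Fgf12* in mean level, in the D1-MSN-3-like and D1-MSN-2-like clusters of rat F712. The red lines mark *Fgf12*, at 0.288 and -0.099.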

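In the D1-MSN-2-like cluster of rat F712, which held 179 *Oprm1* UMIs, *Fgf12* was slightly lower in nuclei with *Oprm1* transcripts than in those without. Pearson's r was -0.099 over 187 nuclei, at the 25.0th percentile of the abundance-matched genes. *Fgf12* was at 848.1 CPM (788.1 to 911.5) in the 72 nuclei with an *Oprm1* UMI and at 947.1 CPM (896.1 to 1000.3) in the 115 nuclei without, a ratio of 0.895 (0.817 to 0.981). The mean r within sub-clusters of this cluster was 0.015, of the opposite sign. Of the other neuronal clusters, r was lowest in the interneuron-like cluster, at -0.375, and highest in the D2-MSN-like cluster led by immediate early genes, at 0.159.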

In conclusion, D1-MSN-3 is the only cell cluster expressing a high level of *Oprm1* in rat NAc, in which the expression levels of *Oprm1* and *Fgf12* are significantly and positively correlated.

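D1-MSN-3-like nuclei differed from the other D1-MSN-like nuclei of rat F712 in several genes of opioid signaling and in the family of *Fgf12*. The groups held 53 nuclei with 627605 UMIs and 323 nuclei with 3927009 UMIs. A gene with at least 50 UMIs in both together was called higher at a CPM ratio of 1.5 or more, and lower at 0.67 or less, where the exact 95% interval of the ratio kept to that side of 1. Of 16 opioid system genes, 10 had enough UMIs, and 2 were higher, 2 lower and 6 neither. Over all lists 52 genes had enough UMIs, and 15 were higher and 8 lower. The share called among all genes was not computed, so these counts do not show that either family stands out. *Oprm1* was higher, with a ratio of 1.93 (1.47 to 2.51). *Penk* was higher too, at 11.5 (9.57 to 13.8), and as a D2-MSN marker it also helped to form the clusters. *Rgs4*, which shortens G protein signaling, was lower at 0.133 (0.0271 to 0.397), as was the receptor kinase gene *Grk5* at 0.60 (0.364 to 0.940). The call of *Grk5* was lost when the 28 nuclei of a *Chst9*-high sub-cluster of the interneuron-like cluster were joined to the D1-MSN-3-like nuclei, a choice made after seeing the data. *Pdyn*, which encodes dynorphin, was neither, at 0.697 (0.554 to 0.869), but was called lower in 8 of 9 other settings. The kappa opioid receptor gene *Oprk1* passed neither bound, at 0.871. Of 8 genes of the *Fgf12* family and the FGF receptors, 5 had enough UMIs. *Fgf12* was lower, at 0.534 (0.477 to 0.597), but this call was lost with all barcodes of at least 500 genes, at 0.718, and with the *Chst9*-high sub-cluster joined, at 0.690. *Fgf14*, its relative, was lower at 0.60 (0.571 to 0.630), while *Fgf11* at 2.96 (1.56 to 5.40) and *Fgfr1* at 3.04 (1.60 to 5.57) were higher, and *Fgf13* was neither. The call of *Fgfr1* was lost when all variable features formed the clusters. Of the genes of the Chr 16 interval, *Mb21d2* was lower at 0.569 (0.362 to 0.858), and *Ccdc50* was higher at 1.51 (1.03 to 2.15), a call that TMM scaling between the groups removed (1.33). From the high level of *Oprm1* in D1-MSN-3 and its positive correlation with *Fgf12* there, the paper concludes that D1-MSN-3 is the cluster with high *Oprm1* in which both genes vary together, and in the Discussion it proposes these neurons as the place where the genes interact.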

### Constructing and testing Bayesian networks

We hypothesize that genetic variants in the Chr 10 and Chr 16 QTL regions are driving differential expression of *Oprm1* and *Fgf12* in the BXD family and thereby modulating morphine-induced locomotor responses. We used the literature to guide our selection of mediators acting between *Oprm1* and *Fgf12* (Bhushan et al., 2017; Buchsbaum et al., 2002). For example, *FGF12* (Sochacka et al., 2020) and *MAPK8IP2* are linked to a few sodium channel components—SCN2A (Nav1.2) and SCN8A (Nav1.6) (Schoorlemmer and Goldfarb, 2001; Seiffert et al., 2022)—as part of a membrane-associated scaffold concentrated at the axon hillock. The *MAPK8IP2* scaffold protein is thought to modulate JUN amino-terminal kinase signaling and also interacts with and controls the activity of MAPK8/JNK1 and MAP2K7/MKK7 (O’Leary et al., 2016).

We tested *Scn2a, Scn8a, Map3k11*, *Map3k12*, and *Mapk8ip2* as candidate mediators of the *Oprm1* and *Fgf12* loci and variation in locomotor activity. Expression levels of these transcripts in striatum, VTA, and NAc of BXD strains were passed from GeneNetwork into the Bayesian Network (BN) Webserver (Ziebarth and Cui, 2017) to define the most probable network structure. We constrained the nodes into four tiers: Tier 1 contains the two loci as instrumental variables; tier 2 contains expression estimates of the two prime candidate genes, *Oprm1* and *Fgf12*; tier 3 contains the sodium channels and MAP kinases that potentially mediate both additive and epistatic effects on locomotion; and tier 4 contains the locomotor outcomes expressed in four time-series bins.

The most strongly supported model (Figure 7) recapitulated the cis-eQTL results by indicating that the Chr 10 and Chr 16 loci control the expression of *Oprm1* and *Fgf12* mRNA. This model also supports the causal role of *Oprm1* and its downstream MAP kinases on locomotor response during the first 120 min after injection. In contrast, the last 45 min are dominated by a direct *Fgf12* effect. Further, *Oprm1* and *Fgf12* directly modulate *Map3k11*, which in turn modulates *Mapk8ip2* and *Map3k12* mRNA expression and regulates locomotion from 0 to 75 min. Mapk8ip2 is embedded in this network with multiple connections.

**Figure 7.**
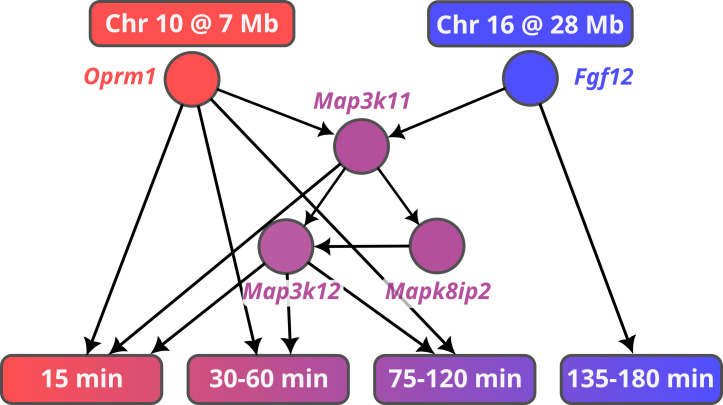
Modeling the mechanistic interactions between genetic variants and phenotypes using Bayesian network. This network illustrates the relationship between genetic variants in the Chr 10 and Chr 16 quantitative trait locus (QTL) regions and the differential expression of candidate genes *Oprm1* and *Fgf12* in the BXD family. Additional gene expression data of MAP kinases were retrieved from https://genenetwork.org/. Morphine-induced locomotion responses at different time bins are also included in the network. This causal hypothesis was developed using the Bayesian network framework available in GeneNetwork, where the arrow is indicative of the direction of the causal relationship. Additional genes included in the input of the network construction but had no connection to the final network were excluded in the illustration.

**Figure 7—figure supplement 1.**
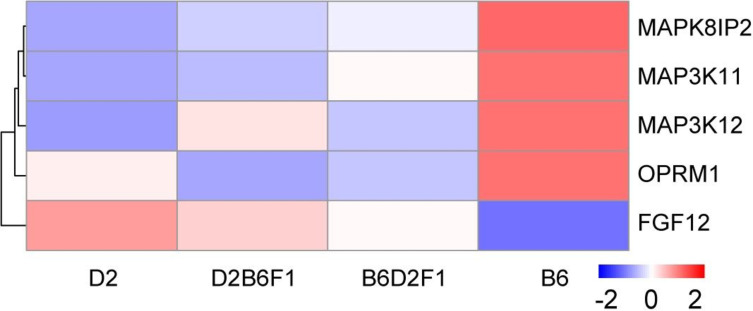
Levels of *Oprm1*, *Fgf12*, and MAP kinases proteins in the brains of BXD parental strains and F1s. Effect of genotype on associated MAP kinases and genes for both parental strains and F1 generations. The genotype effect shows the *B* allele is associated with high expression of *Oprm1* and the MAP kinases *Mapk8ip2*, *Map3k11*, and *Map3k12*, but low expression of *Fgf12*, when compared to the *D* allele.

This BN aligns well with whole-brain proteomics data (Figure 7—figure supplement 1). In agreement with the mRNA data, *Oprm1* and *Fgf12* are expressed with opposite polarities, in which the *B* allele is associated with high expression of *Oprm1* and low expression of *Fgf12* and vice versa for the *D* allele. The three MAP kinases are also expressed in higher levels in animals that inherit *B* alleles than *D* alleles.

### QTL mapping of naloxone-induced withdrawal responses

Once the locomotion test was completed (180 min after the morphine injection), naloxone was injected (30 mg/kg in isotonic saline at a volume of 10 ml/kg) to induce a morphine withdrawal response (Philip et al., 2010). Locomotion and other behavioral measurements were taken for both males and females. QTL analysis of these traits were not included in Philip et al., 2010. There are 16 genome-wide significant QTLs among 5 naloxone-induced withdrawal behavioral responses (Figure 8, Supplementary file 1).

**Figure 8.**
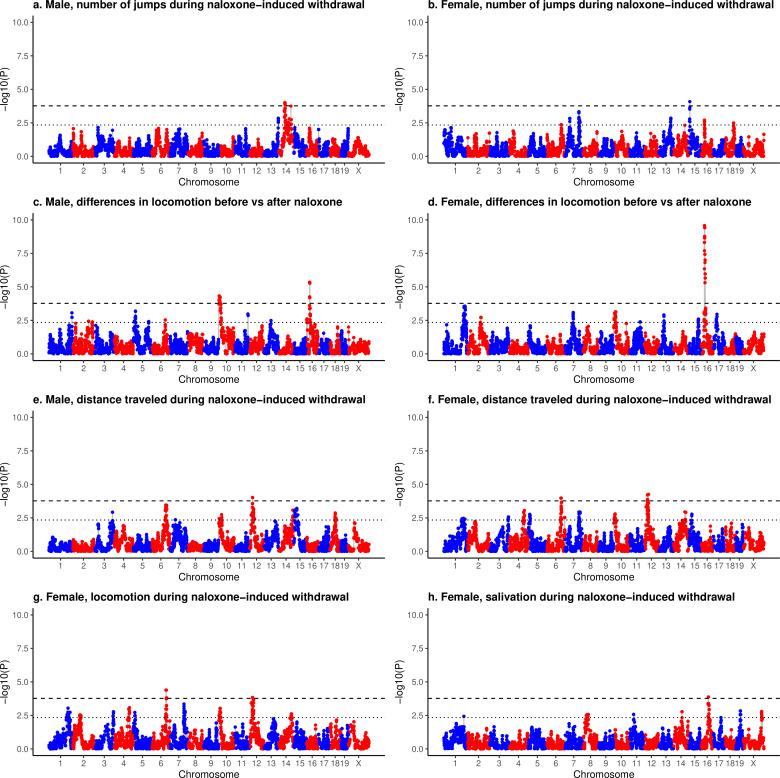
Quantitative trait loci (QTLs) for naloxone-induced morphine withdrawal responses in male and female BXD mice. Behavior data were quantile-normalized and mapped against whole-genome sequencing (WGS)-based genotypes using GEMMA in https://genenetwork.org/. (**a**) Number of jumps 15 min after naloxone injection in males. (**b**) Number of jumps 15 min after naloxone injection in females. (**c**) Change in locomotion measured by the last 15 min of morphine locomotion response minus the first 15 min after naloxone injection in males, with a peak on Chr 10 and a peak on Chr 16. (**d**) Change in locomotion measured by the last 15 min of morphine locomotion response minus the first 15 min after naloxone injection in females, with a peak on Chr 16. (**e**) Horizontal activity (distance traveled) 0–15 min after naloxone injection for males. (**f**) Horizontal activity (distance traveled) 0–15 min after naloxone injection for females, with a peak on Chr 6 and a peak on Chr 12. (**g**) Number of beam breaks in an open field 0–15 min after naloxone injection in females, with a peak on Chr 6 and a peak on Chr 12. (**h**) Salivation level in females. Dashed lines: genome-wide significance threshold. Dotted lines: threshold for suggestive significance.

**Figure 8—figure supplement 1.**
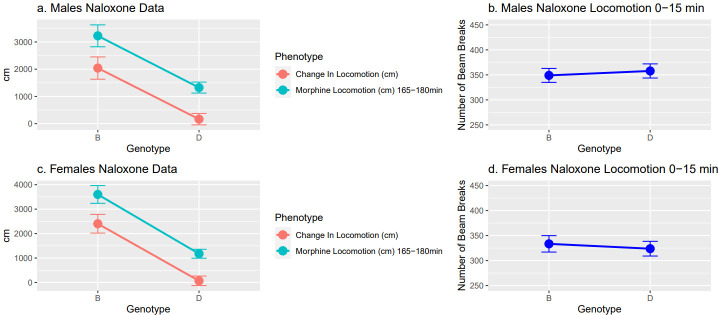
Naloxone phenotypes vs. genotypes. The turquoise points show morphine-induced locomotion (distance traveled in cm) between 165 and 180 min after injection. Orange points show the change in locomotion measured by the last 15 min of morphine locomotion response minus the first 15 min after naloxone injection. (**a**) Effect of genotype on two naloxone phenotypes in males. (**b**) Effect of genotype on the number of beam breaks in an open field 0–15 min after naloxone injection in males. (**c**) Effect of genotype on two naloxone phenotypes in females. (**d**) Effect of genotype on the number of beam breaks in an open field 0–15 min after naloxone injection in females. Error bars represent standard errors.

Figure 8c, d displays the differences in locomotion before and after naloxone injection, with a QTL peak on Chrs 10 and 16 that overlap the morphine locomotor QTLs in Figures 2 and 3 and that are likely to correspond to variants in or near to *Oprm1* and *Fgf12*. Our results show that the genotype effect on locomotion was similar before and after naloxone injection (Figure 8—figure supplement 1). We evaluated the biological function of naloxone candidate genes using GeneCup (Gunturkun et al., 2022). Candidates for the locus on Chr 14 for naloxone-induced jumps include *Slc7a7* and *Slc7a8* (Table 2). Both are transmembrane amino acid transporter proteins (Hu et al., 2020) that dimerize with *SLC3A2* (Hurkmans et al., 2022; Torrents et al., 1998; Torrents et al., 1999). Of relevance, *SLC7A8* (LAT2) is an L-DOPA transporter (Crocco et al., 2024).

### Integrating murine data with human GWAS results

There is strong support for *OPRM1* in human OUD GWAS. *OPRM1* variant rs1799971 has been associated with OUD in several studies (e.g. p=8 × 10^–10^ in Zhou et al., 2020, p=2 × 10^–8^ in Hatoum et al., 2022a, and p=4.92 × 10^–9^, OR = 1.046, in Deak et al., 2022). A human GWAS of opioid cessation reported linkage to the FGF signaling pathway in which the effect of *FGF12* was nominally significant (p=0.0015, odds ratio = 1.24) (Cox et al., 2020). In gene-based analyses of OUD by Deak et al., 2022, there was a nominally significant signal for *FGF12* (p=0.006), with the top *FGF12* SNP rs1553460 also reaching nominal significance (OR = 1.015, p=0.021).

Considering the epistatic interaction between *OPRM1* and *FGF12* and the complexity of human genetic signals (many genes of small effects), it is possible that these two genes function in a network that contains many other genes. We thus developed a list of 500 genes that overlap with *FGF12* and *OPRM1* in the GTEx sample (GTEx Consortium, 2013) (GTEx v8). We then examined whether there is enrichment of members of this network using MAGMA (de Leeuw et al., 2015) in the GWAS by Zhou et al., 2020. Our initial analysis was performed for NAc, putamen, caudate, and adipose tissue for the *FGF12* lists (the latter as a negative control).

For OUD, no significant enrichment was observed for the original 500-gene lists, likely due to the lists’ large size and the limited statistical power of the SUD GWAS. In the GWAS conducted by Deak et al., 2022, where *FGF12* was nominally significant, we found nominally significant enrichment in two of the brain regions, putamen and caudate. Given the low power of this dataset and the broad initial gene list, we refined our analysis to focus on genes specifically correlated with *OPRM1* and *FGF12* in relevant tissues (see Methods). No enrichment was observed for the gene network in the OUD GWAS (p=0.493). However, this refined approach revealed nominal enrichment (p=0.038) for the addiction risk factor (Hatoum et al., 2022b).

## Discussion

We analyzed time-dependent behavioral responses to morphine and naloxone collected from the BXD family of mice (Philip et al., 2010) using WGS-based genetic markers and LMMs. We discovered a novel association on a Chr 16 locus that overlaps *Fgf12* in both sexes, in addition to confirming an association between locomotor response and a region on Chr 10 that overlaps *Oprm1*. Further, these two loci had a significant but transient epistatic interaction between 45 and 90 min after morphine injection. According to our transcriptomic data from NAc in rats, *Oprm1* and *Fgf12* are colocalized in a specific subtype of D1-MSN, and their expression levels are positively correlated. Analysis of both *OPRM1* and *FGF12* in human GWAS data demonstrated an enrichment of signals associated with SUD phenotypes and a modest corroboration of variants in the *FGF12* locus on Chr 3q28.

### Additive effect of the *Oprm1* locus

The proximal Chr10 locus associated with early phase locomotor response to morphine contains the *Oprm1* gene. This locus has been associated with the antinociceptive effect of morphine (Bergeson et al., 2001). *Oprm1* encodes the primary receptor responsible for morphine-induced locomotor response (Severino et al., 2020; Smith et al., 2009) and is also responsible for its addiction liability (Ballester et al., 2022; Zhang et al., 2020). Notably, the *Oprm1* mRNA cis-eQTL in the NAc and hippocampus precisely overlaps with the *Mor10a* QTL interval (Figure 2e and f), providing strong secondary evidence for *Oprm1* as the causal gene. Morphine-induced locomotion was affected by *Oprm1* variants (Popova et al., 2019). For example, in the *Oprm1* A112G knock-in mouse, morphine-induced hyperactivity was blunted (Mague et al., 2009). Further, the effect of MOR on locomotion depends on the neuronal cell types involved. For example, when MOR was deleted from D1 neurons, mice had hypolocomotion in response to opioids. By contrast, when MOR was deleted from A2a (adenosine A2a receptor-expressing) neurons, mice displayed increased movement in response to opioids (Severino et al., 2020). These data indicate that *Oprm1* is a strong candidate gene for the Chr 10 locus associated with morphine-induced locomotion response.

BXDs with the *D* allele at the *Oprm1* locus were less sensitive to a 50 mg/kg dose of morphine (Figure 6). The locomotion data demonstrate a blunted motor activity response similar to what was seen in low doses of morphine (5–10 mg/kg) (Mori et al., 2004), while BXDs with the *B* allele demonstrate higher sensitivity at the same dose; strains with the *B* allele had an initial biphasic increase in motor activity followed by a drop. This suggests that the *B* allele of *Oprm1* is associated with greater sensitivity or locomotion activity. These data match the differences between the parents of the BXD family. The locomotor response to morphine in C57BL/6J is more pronounced and lasts longer compared to that of DBA/2J (Murphy et al., 2001). This dimorphism may be linked to differences in morphine-induced dopamine release in the NAc in C57BL/6J than in DBA/2J mice (Murphy et al., 2001).

### Additive effect of the *Fgf12* locus

The association between the Chr 16 locus (Figure 1a and b) and morphine-induced locomotion 150–180 min after injection is a novel finding, as is the detection of a time-delimited epistatic interaction of the Chr 16 locus with the *Oprm1* locus. The use of a high-density WGS-based marker set and the LMM (GEMMA) allowed us to detect this and other novel loci not previously detected. Of all positional candidate genes in the Chr 16 locus (Figure 4), *Fgf12* was the most biologically relevant and was supported by strong cis-eQTL in striatum and VTA (Figure 3e and f). Studies have implicated members of the FGF family, such as *Fgf2* (Even-Chen and Barak, 2019a), FGF receptor 1 (Even-Chen and Barak, 2019b), and FGF receptor 2 (Blackwood et al., 2019) in substance use. It has recently been demonstrated that administration of an *Fgf21* analog in non-human primates decreased alcohol consumption by 50% via an amygdala-striatal circuit (Flippo et al., 2022). Unlike these secreted FGFs, *Fgf12* is an intracellular protein that serves as a cofactor for voltage-gated sodium channels and other molecules and is involved in intracellular signaling events (Schoorlemmer and Goldfarb, 2001). While the full spectrum of its function remains unknown, *Fgf12* has demonstrated a role in locomotion. For example, mice with a null mutation of *Fgf12* have ataxia (Goldfarb et al., 2007). Elevated stress responses have been associated with a reduction in *Fgf12* expression in the prefrontal cortex in rats (McCreary et al., 2016). *FGF12* expression is also elevated in the anterior cingulate cortex of patients with major depressive disorder (Evans et al., 2004). Variants in human *FGF12* have been linked to cognitive decline (Mohammadnejad et al., 2020), major depression (Uher et al., 2013), schizophrenia (Stertz et al., 2021), and sleep quality (Byrne et al., 2013). Recent evidence also supports the druggability of other intracellular FGFs, such as FGF14 (Dvorak et al., 2025; Singh et al., 2025) and FGF13 (Singh et al., 2025), through their interactions with sodium channels. Our findings suggest that FGF12 could represent a novel therapeutic target for OUD by modulating its interaction with sodium channels.

### The epistasis of morphine locomotor activation

We identified a highly significant epistatic interaction between the *Oprm1* and *Fgf12* loci 45–90 min after morphine injection (Figure 6), which erodes in the following 30 min, providing strong pharmacological constraints on mechanisms. Those strains that inherit both the *B/B* genotype at *Oprm1* and the *D*/D genotype at *Fgf12* have significantly higher activity levels compared to those strains that inherit the other three genotype combinations. Our mapping extends in intervals of 15 min over a 3 hr period. We can divide this interval into four phases (Figure 1). The first phase after the morphine injection is influenced only by DNA variants in the *Oprm1* locus. The second phase—from 45 to 90 min—is characterized by the strong but transient epistatic interaction of *Oprm1* and *Fgf12* loci. The third phase is a kind of hiatus that extends from 90 to 120 min in which we do not detect any epistatic interactions. Only *Oprm1* is active during this phase. In the final phase—from 120 to 180 min—the *Oprm1* effect is exhausted and now the *Fgf12* locus acts independently for the first time with a purely additive effect on activity. The hiatus phase may be explained mechanistically by effects of other loci that we are not yet able to detect reliably. Note, for example, the transient female-specific locus on Chr 5 that fills part of the hiatus. This complex time course of transitioning in genetic control on morphine-induced locomotion is likely caused by molecular cascades triggered by the activation of the *OPRM1* receptor and its signaling molecules and downstream molecular network linked to *FGF12*. To some extent, we have tried to bridge the gap between the genetics of morphine responses to possible molecular cascades using Bayesian causal modeling as in Figure 8.

Complex traits, such as OUD, are controlled by many genes that interact with each other and their environment (Crist et al., 2019). While improved statistical approaches (D’Silva et al., 2022; Wei et al., 2014) and novel machine learning methods (Chicco and Faultless, 2021) are starting to enable the study of epistasis in human data, most human genetic studies either did not have the power to detect epistasis or ignored its effect (Carlborg and Haley, 2004; Uffelmann et al., 2021). In contrast, many epistatic interactions have been identified using model organisms (Mackay, 2014), mostly due to the ability to obtain data from individuals with controlled genotypes and measuring phenotypes in well-controlled environments (Campbell et al., 2018). Identifying gene-gene interactions in model organisms can provide candidates to be evaluated in the human population for its potential in improving the prediction of individual disease risk and the application of personalized therapies.

### Cell-type-specific gene expression in NAc

While gene interaction is nearly always measured statistically without regard to biological mechanism, we explored the utility of snRNA-seq in identifying cellular and molecular mechanisms of this interaction by examining gene expression in NAc, a brain region relevant to the biological effect of morphine. We focused on NAc because differences in morphine-induced dopamine release in NAc correspond with the locomotor response in the parental strains of the BXD mice (Murphy et al., 2001). Further, mice lacking *Drd1* are not responsive to acute cocaine- (Karlsson et al., 2008; Xu et al., 1994) or morphine- (Wang et al., 2015) induced locomotor response. 

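*Foxp2* encodes a transcription factor, and *Ppp1r1b* encodes DARPP-32, a phosphatase regulator found in most MSNs. In the D1-MSN-3-like cluster of rat F712, *Foxp2* was at 3945.2 CPM, against 713.1 and 778.9 CPM in the other D1-MSN-like clusters. *Ppp1r1b* was at 417.5 CPM, against 577.0 and 468.0 CPM in these and 388.1 to 571.2 CPM in the D2-MSN-like clusters. Both genes define the cluster's name. By the naming rule 3 D1-MSN markers and 8 MSN markers were present in it. *Drd1* and *Tac1* were at 328.2 and 932.1 CPM, against 257.7 and 290.0 CPM in the other D1-MSN-like nuclei. Other D1-MSN markers were nearly absent, with *Ebf1*, *Isl1* and *Reln* at 1.59, 0 and 0 CPM against 284.4, 26.5 and 177.2 CPM. The MSN marker *Foxp1* was at 278.8 CPM against 1450.2 CPM. The cluster was led by *Tac3*, a neurokinin gene, at 325.0 CPM. Of 10 genes of eccentric or patch MSNs, rarer kinds of MSN, 8 had at least 50 UMIs together with the other D1-MSN-like nuclei, and 6 were higher. *Casz1*, a zinc finger gene, had a ratio of 228 (87.3 to 849), *Sema5b* 117, *Cacng5* 19.0, *Grm8* 14.6, *Otof* 10.8 and *Tshz1* 10.6. Over 9 other settings all 6 stayed higher, while *Grm8* ranged from 12.9 to 65.5 and *Sema5b* from 28.8 to 145.4. *Chst9*, a sulfotransferase gene, had 26 UMIs in both groups, under the 50 needed. *Drd3*, the D3 dopamine receptor gene, was lower at 0.126 (0.0502 to 0.262).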

While our analysis identified 17 distinctive cell types (Figure 7a), *Oprm1* was detected almost exclusively in the D1-MSN-3 subtype that has high expression of *Foxp2* and low expression of *Ppp1r1b* (i.e. *Darpp-32*; Figure 7b and c). The total number of genes (n_feature RNA) and other quality control (QC) parameters in D1-MSN-3 are comparable with other neuronal cell types. In contrast, *Fgf12* was expressed in most of the neuronal and glial cell types (Figure 7d). 

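Depth matters here because a deeper nucleus shows more genes and more nuclei with a rare transcript. D1-MSN-3-like nuclei of rat F712 had a median of 12218 UMIs (quartiles 10505 and 13967), and the other neuronal nuclei 11615 UMIs (8436 and 13835). The median number of genes was 4300 (quartiles 3847 and 4622) and 3995.5 (3347.5 and 4373). The median mitochondrial share was 0.139% (quartiles 0.0746 and 0.382%) and 0.0737% (0.0377 and 0.165%). Small ribosomal subunit genes took a median of 0.380% and 0.336% of UMIs, and large subunit genes 0.371% and 0.284%. Quartile ranges of D1-MSN-3-like and other neuronal nuclei overlapped for UMIs, genes and mitochondrial share. In open chromatin, the medians were 16892 and 15841 counts per nucleus.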

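In rat F712, *Fgf12* UMIs were found in glia-like as well as in neuronal nuclei. OPC-like nuclei had 1437.3 CPM (1332.0 to 1548.8) and astrocyte-like nuclei 1076.2 CPM. Oligodendrocyte-like nuclei, with 524.0 CPM (496.5 to 552.6), and committed OPC-like nuclei, with 581.8 CPM, were near the D1-MSN-3-like level. Microglia-like nuclei were lowest of the named classes, at 181.6 CPM from 43 UMIs. No class known to lack *Fgf12* was at hand to give its background from free RNA. Among neurons, the interneuron-like cluster was highest at 1590.2 CPM (1501.7 to 1682.5), the D2-MSN-like clusters had 1026.9 CPM and the D1-MSN-2-like cluster 908.4 CPM. MSN-like nuclei together were 1.50 times as high as non-neuronal nuclei (1.44 to 1.56).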

The expression levels of *Oprm1* and *Fgf12* were positively correlated (r=0.36, p=6e-8) in D1-MSN-3 but not in D1-MSN-2 cells, indicating a potential cell-type-specific mechanism for the epistatic interaction.

MSNs in the NAc have been the subject of intense research. A recent snRNA-seq study of the NAc in rat brains also detected this specific subtype expressing high levels of *Oprm1*, which is selectively labeled by the expression of *Chst9* (Andraka et al., 2023; Savell et al., 2020). These data suggest that D1-MSN-3 is a highly likely location for the interaction between *Orpm1* and *Fgf12*. Notably, this cell type is conserved also in primate and human NAc snRNA-seq data (Andraka et al., 2023), suggesting that it may play a critical role in opioid responses across species.

To further confirm our results and allow for analysis of correlations, we queried data from the *Ratlas* (https://day-lab.shinyapps.io/ratlas/), which reveals that *Fgf12* is indeed widely expressed in all cell types in other datasets, and that *Oprm1* was not detected in either *Drd1* or *Drd2* MSN neurons. This is most likely due to the lack of detection of the MSN subclass that is equivalent to the D1-MSN-3 subtype that we identified (Figure 6, Figure 6—figure supplement 1). However, cultured cell data do express *Oprm1* in both *Drd1* and *Drd2* cells (Figure 6—figure supplement 2). While out of the scope of this paper, future work will be needed to assess the impact of the *Oprm1-Fgf12* interaction on the activity of the D1-MSN-3 population in mediating opioid responses.

### Bayesian causal network modeling of *OPRM1* and *FGF12*

We included gene expression data of several MAP kinases and sodium channels with known relationships with *Oprm1* and *Fgf12* as the input for our BN. The resulting network (Figure 8) indicated that *Mapk8ip2*, *Mapk3k11* (*Mlk3*), and *Map3k12* (*Dlk*) form a highly interactive network mediating the interaction between *Oprm1* and *Fgf12* in regulating their effects on morphine-induced locomotor response. In addition to validating the results on genetic influence on *Oprm1* and *Fgf12* expression and morphine-induced locomotor response, the network identified *Map3k11* as a potential nexus that links *Oprm1* and *Fgf12. Map3k11* further activates other MAP kinases such as *Mapk8ip2* and *Map3k12* to modulate locomotion before 120 min. Thus, *Map3k11* is a potential mediator of the epistasis between *Oprm1* and *Fgf12*. Our BN did not contain a direct relationship between *Fgf12* and *Mapk8ip2*, the encoded proteins for which directly bind to each other (Bhushan et al., 2017). It is possible that these two proteins do not regulate each other’s mRNA levels, which was used in our BN. While our modeling suggests that the epistatic interaction between *Oprm1* and *Fgf12* is mediated through *Map3k11*, further research, such as those using Mendelian randomization studies and other forms of mediation analysis, could provide further understanding of the interactions between MAP kinases, *FGF12*, and *OPRM1*.

### Genetic modulation of naloxone effects

Naloxone is a potent opioid antagonist that reverses opioid overdoses (Theriot et al., 2022) and is often used in treatment settings or as a primary overdose prevention method. Pharmacogenomics has primarily focused on individualized treatment for pain, with less priority on OUD. However, understanding the role genetics plays in naloxone’s mechanism could initiate potentially more personalized and effective treatments for OUD. We identified multiple significant associations between behavioral measures of the effect of naloxone on Chrs 3, 5, 7, 10, 11, 12, 13, 14, and 18. These loci are likely to contain novel genes that play a role in OUD. For example, *Slc7a7* and *Slc7a8* are candidate genes for the number of jumps after naloxone injection. Both of these genes are a part of the solute carrier family, which play a large role in the absorption of drugs and xenobiotics (Lin et al., 2015), and are expressed in the brain. Similar to the morphine locomotion time-series phenotypes, there are significant QTL for the differences in locomotion before and after naloxone injection (Figure 8c and d) on Chrs 10 and 16. Mice with the *B* allele at the *Fgf12* locus still had elevated locomotion during 165–180 min compared to those with the *D* allele. Injection of naloxone eliminated the remaining effect of morphine and brought locomotion in both genotypes close to baseline level (Figure 8—figure supplement 1). The difference in locomotion before vs. after naloxone injection thus amplified the net effect of morphine at this late phase and further confirmed that this effect was mediated via the MOR. The highly significant association (–logp = 5.34 in males and –logp = 9.57 in females) between the Chr 16 locus and this phenotype provided a strong confirmation for its role in late phase response to morphine. Analysis of these genes in the homologous human regions in larger populations are needed to translationally confirm and extend the validity of these results.

### Integration with human data

While our attempt to integrate murine data with human GWAS results demonstrated that the pipeline works, the lack of enrichment for the network in OUD GWAS could likely be due to the small sample size in the original human data for that specific SUD. This could also likely be due to the lack of data specification, such as the differences between examining physical dependence vs. the development of OUD, initial use vs. problematic use, and withdrawal vs. relapse (Sanchez-Roige et al., 2021).

In summary, our study confirmed that the *Oprm1* locus strongly modulates the early phase locomotor response to morphine and identified a novel association between *Fgf12* locus and the late phase response to morphine. To the best of our knowledge, the epistatic interaction between the *Oprm1* and *Fgf12* loci during the middle phase of locomotor response is the first demonstration of a transient time-dependent epistatic interaction modulating drug response in mammals—a finding with interesting mechanistic implications. Our snRNA-seq analysis suggests that the D1-MSN-3 subpopulation of dopaminergic-receptor neurons might be critical in the epistatic interaction between *Oprm1* and *Fgf12*. Our study further shows that the interaction between the *Fgf12* and *Oprm1* genes is mediated by *Mapk8ip2, Map3k11*, and *Map3k12*, and that the activity of these proteins is modulated by the presence of *Fgf12* variants. Finally, this work demonstrates how high-quality Findabile, Accessible, Interoperabile, and Reusable (FAIR+) phenotypes can be used with updated datasets to yield striking results, and how joint mouse and human neurogenomic and GWAS results can be merged at gene and network levels for bidirectional validation of SUD variants and molecular networks.

## Methods

### Animal and behavior data collection

Morphine-induced locomotor responses and naloxone-induced withdrawal were recorded for 64 BXD RI strains. All animals were young adults (8–9 weeks) reared at the Oak Ridge National Laboratory in 2007–2008. Detailed methods were reported in the original publication by Philip et al., 2010. Briefly, the testing protocols included giving each mouse a single i.p. injection of morphine sulfate (50 mg/kg in isotonic saline at a volume of 10 ml/kg), followed by immediately placing the mice into an activity chamber (43.2 cm L×43.2 cm W × 30.4 cm H, ENV-515, Med Associates, St Albans, VT, USA). Each chamber contained two sets of 16 photocells placed at 2.5 and 5 cm above the chamber floor. Activity was measured as photocell beam breaks and converted into horizontal distance traveled (cm). This behavior and rearing were recorded for 3 hr and were exported as the sum of 15 min bins. Then, each mouse in these cases received an injection of naloxone (30 mg/kg in isotonic saline at a volume of 10 ml/kg, i.p.) and were immediately returned to the chambers for an additional 15 min. Naloxone’s effects on locomotor activity levels and signs of withdrawal were recorded for 15 min, including the number of jumps, fecal boli, urine puddles, wet dog shakes, instances of abdominal contraction, salivation, ptosis, and abnormal posture. The number of animals used per strain was 7.8 (mean ± SD) for females and 6.6 for males. Testing occurred at about 8–9 weeks after birth.

### QTL mapping in GeneNetwork

We reanalyzed 105 phenotypes from the Philip et al., 2010, study available in https://genenetwork.org/, a database containing phenotypes and genotypes, and also serves as an analysis engine for QTL mapping, genetic correlations, and phenome-wide association studies (Mulligan et al., 2017; Sloan et al., 2016; Watson and Ashbrook, 2020). The trait IDs and their most significant loci are shown in Supplementary file 2. The data for mapping QTLs consist of polymorphic genetic markers and quantitative trait values for strain means. Statistical heritability was also evaluated to estimate the degree of variation among the morphine and naloxone traits due to genetic variation. The original analysis (Philip et al., 2010) was performed with the expanded BXD strain to evaluate complementary behavioral phenotyping using Haley-Knott regression in GeneNetwork. In our reanalysis, we first quantile-normalized the trait data. We then used the newly implemented GEMMA (Zhou and Stephens, 2012) with the LOCO option, which corrects family structure, to perform genetic mapping using approximately 7000 markers obtained from whole-genome sequencing. Candidate genes were selected from the confidence interval of a one-LOD drop-off from the peak statistical significance as determined previously (Philip et al., 2010). The criterion for genome-wide significance was a –logp value of 3.77 for the BXDs. Loci labeled by genetic markers could act independently at all time points or possibly in an epistatic interaction at a few time points. Therefore, we also examined epistatic interactions between two loci by performing a pair-scan implemented in GeneNetwork (v1). This scan generated a matrix map output. Functional enrichment of these networks was obtained using WebGestalt (Zhang et al., 2005). The biological relevance of candidate genes in the context of SUD was queried using GeneCup (Gunturkun et al., 2022). We conducted most early exploratory analysis using the web version of GeneNetwork. For final analysis, we used the API interface of GeneNetwork (Mulligan et al., 2017) to conduct standardized analysis and generate uniform figures for all phenotypes of interest.

### Brain samples for snRNA-seq

Brain samples from two female HS rats were obtained from the oxycodone tissue repository at UCSD (Carrette et al., 2021). These rats were selected based on their low addiction-linked behavior phenotypes from a larger cohort characterized in the oxycodone self-administration paradigm. The brain tissues were collected from rats euthanized after 4 weeks of prolonged abstinence from oxycodone intravenous self-administration (Carrette et al., 2021). Brain tissue was extracted and snap-frozen (at −30°C). Cryosections of ~500 μm (Bregma 2.28–0.72 mm) were used to dissect the NAc core punches on a −20°C frozen stage. Punches from three sections were combined for each rat.

### snRNA-seq library preparations

snRNA-seq library was performed using the Chromium Next GEM Single Cell Multiome Reagent Kit A (catalog number 1000282) following Chromium Next GEM Single Cell Multiome ATAC + Gene Expression Reagent Kits User Guide (10x Genomics). Approximately 10,000 nuclei were loaded per reaction, targeting recovery of 6000 nuclei after encapsulation. After the transposition reaction, nuclei were encapsulated and barcoded. Next-generation sequencing libraries were constructed following the User Guide. Final library concentration was assessed using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific), and post-library QC was performed using Tapestation High Sensitivity D1000 (Agilent) to ensure that fragment sizes were distributed as expected. Final libraries were sequenced using the NovaSeq6000 (Illumina).

### Bioinformatic analysis of snRNA-seq data

Raw sequencing data were converted to FASTQ format using bcl2fastq (Illumina). The FASTQ data were first aligned to the *Rattus norvegicus* mRatBN7.2/rn7 genome and then aggregated into one sample file using CellRanger version 2.0.0 using default parameters. The output files were analyzed using Seurat version 4.1.1 (Stuart et al., 2019). Nuclei with gene numbers between 500 and 6000, RNA counts between 1000 and 16,000, the percentage of mitochondrial gene reads lower than 2%, and the percentage of small 40S or large 60S ribosomal (Rps and Rpl) gene reads lower than 1% were considered high-quality cells and kept for further analyses. 

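A doublet, a droplet with 2 nuclei, mixes transcriptomes and can make a gene of 1 cell type appear in another. In rat F712, nuclei were scored by the share of simulated doublets among their nearest neighbors, with 25% simulated doublets, and the 5% with the highest scores, 139 nuclei, were removed. These had a median of 10505 UMIs and 4117 genes. Scrublet, another doublet caller, shared 96 of its 139 nuclei with them. The score was tested on doublets made of 2 random nuclei and hidden among the others. Of the hidden doublets, 63.3% were in the top 10% of scores, against 7.9% of the real nuclei.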

To eliminate potential doublets, we used DoubletFinder 2.0.3 and removed 5% nuclei identified as doublets (McGinnis et al., 2019).

High-quality singlet nuclei were then normalized and scaled using SCT transformation (Hafemeister and Satija, 2019) with the percentage of mitochondrial genes, RNA counts, and sample ID as covariates. The dimensional reduction was performed using PCA, and the first 30 PCs were used for KNN graph construction and clustering using the Louvain algorithm. Uniform manifold approximation and projection (UMAP) was used for visualization of the clusters.

The dot plots and violin plots were generated using Seurat (Stuart et al., 2019). Pearson’s correlation was computed in R 4.2.1 using cor.test, and p<0.05 was considered significant.

### Human translational data

We reviewed OUD and other relevant published GWAS data in previous literature with variants in *OPRM1* and *FGF12*. We also extended our review to looking at potential roles of *FGF12* in humans specifically. Then, all the files for *FGF12* and *OPRM1* correlations for each individual brain region, as well as some controls, were downloaded using GTEx v8 (Battle et al., 2017) and GeneNetwork and then extracted out the shared genes with a liberal cutoff of 500 genes. We ran a genome-wide enrichment analysis using MAGMA, a powerful tool that identifies genes and gene-sets associated with a specific disease for analysis (de Leeuw et al., 2015). However, upon running our genome-wide enrichment analysis for OUD, we realized our initial search was too broad and much larger than in previous literature (see Results section). To reduce the amount of noise, we identified genes that overlap between *FGF12* and *OPRM1* in a given tissue and identified genes correlated specifically to each *OPRM1* and *FGF12* in several tissues. To do this, we developed a list of genes (and Ensembl IDs) in each brain region to examine the number of occurrences each gene is seen across this data. We narrowed down our search to the top genes with high counts and compared them to the same number of genes with a count of only one. The count is the number of times the gene is associated with both *FGF12* and *OPRM1* in all the regions/tissue datasets in GeneNetwork. Association is defined as among the top 500 genes ranked by correlation with *FGF12* or *OPRM1*.

### BN modeling

The BN server located at https://bnw.genenetwork.org/sourcecodes/home.php was used. Raw data files containing genotypes for the *Oprm1* and *Fgf12* loci, morphine-induced locomotion, and expression levels of relevant genes (sodium channels, MAP kinases) were transferred from GeneNetwork. We separated our nodes into four tiers to label chromosome location, candidate gene, signaling molecules, and phenotype (morphine locomotion), each as a separate tier. These are used to organize the nodes into different layers. Each tier represents a different layer of complexity. We permitted causal connections to flow from the first tier to the second tier, as well as from the second tier to the third tier. We also allowed interaction between nodes located within the second or the third tiers.

## Data Availability

All behavioral data are available from https://genenetwork.org/ (see Supplementary file 2 for trait IDs). All snRNA-seq data have been deposited into NCBI GEO (accession number: GSE214388). The following dataset was generated: ZuoY TeleseF ChenH 2023Opiate responses are controlled by interactions of Oprm1 and Fgf12 loci in the murine BXD family: Correspondence to human GWAS findingsNCBI Gene Expression OmnibusGSE214388

## Additional files

Supplementary file 1. Genome-wide significant loci associated with morphine and naloxone responses.

Supplementary file 2. Detailed information on all morphine traits analyzed in this work.

MDAR checklist

# Supplementary material for: Acute opioid responses are modulated by dynamic interactions of Oprm1 and Fgf12
**Source:** eLife. 2026 Jul 29;14:RP108845. doi: 10.7554/eLife.108845
**Supplement:** MDAR checklist

Materials Design Analysis Reporting (MDAR)

Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

eLife asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife's* [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

Materials:

**Newly created materials**	**Indicate where provided:<br>section/figure legend**	**N/A**
The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access.		N/A

**Antibodies**	**Indicate where provided:<br>section/figure legend**	**N/A**
For commercial reagents, provide supplier name, catalogue number and RRID , if available.		N/A

**DNA and RNA sequences**	**Indicate where provided:<br>section/figure legend**	**N/A**
Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository.	Data Availability	

**Cell materials**	**Indicate where provided:<br>section/figure legend**	**N/A**
Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID.		N/A
Primary cultures: Provide species, strain, sex of origin, genetic modification status.		N/A

**Experimental animals**	**Indicate where provided:**	**N/A**

	section/figure legend	
Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID.	Species: Mice and Rats Strain: BXD Recombinant inbred strains; Heterogeneous stock rats Sex: Both Genetic modification: None. RRIDs: RRID:IMSR_JAX:000036 RRID:IMSR_JAX:007143 RRID:IMSR_JAX:000012 RRID:IMSR_JAX:000045 RRID:IMSR_JAX:000040 RRID:IMSR_JAX:000329 RRID:IMSR_JAX:000095 RRID:IMSR_JAX:000013 RRID:IMSR_JAX:000015 RRID:IMSR_JAX:000010 RRID:IMSR_JAX:000075 RRID:IMSR_JAX:000330 RRID:IMSR_JAX:000077 RRID:IMSR_JAX:000031 RRID:IMSR_JAX:000041 RRID:IMSR_JAX:000047 RRID:IMSR_JAX:010981 RRID:IMSR_JAX:000083 RRID:IMSR_JAX:000078 RRID:IMSR_JAX:003222 RRID:IMSR_JAX:003223 RRID:IMSR_JAX:003225 RRID:IMSR_JAX:003227 RRID:IMSR_JAX:003228 RRID:IMSR_JAX:003229 RRID:IMSR_JAX:003230 RRID:IMSR_JAX:007093 RRID:IMSR_JAX:007094 RRID:IMSR_JAX:007096 RRID:IMSR_JAX:007097 RRID:IMSR_JAX:007139 RRID:IMSR_JAX:007099 RRID:IMSR_JAX:007100 RRID:IMSR_JAX:007103 RRID:IMSR_JAX:007104 RRID:IMSR_JAX:000007 RRID:IMSR_JAX:007105 RRID:IMSR_JAX:007106 RRID:IMSR_JAX:007107 RRID:IMSR_JAX:007108 RRID:IMSR_JAX:007110 RRID:IMSR_JAX:007140 RRID:IMSR_JAX:009677 RRID:IMSR_JAX:007111 RRID:IMSR_JAX:007112 RRID:IMSR_JAX:007113 RRID:IMSR_JAX:007114 RRID:IMSR_JAX:007115 RRID:IMSR_JAX:007116	

	RRID:IMSR_JAX:007117<br>RRID:IMSR_JAX:007124<br>RRID:IMSR_JAX:007119<br>RRID:IMSR_JAX:007121<br>RRID:IMSR_JAX:000084<br>RRID:IMSR_JAX:007126<br>RRID:IMSR_JAX:007127<br>RRID:IMSR_JAX:007128<br>RRID:IMSR_JAX:007129<br>RRID:IMSR_JAX:007130<br>RRID:IMSR_JAX:007132<br>RRID:IMSR_JAX:000105<br>RRID:IMSR_JAX:007133<br>RRID:IMSR_JAX:007141<br>RRID:IMSR_JAX:007142<br>RRID:RGD_13673907	
Animal observed in or captured from the field: Provide species, sex, and age where possible.		N/A

**Plants and microbes**	**Indicate where provided: section/figure legend**	**N/A**
Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens).		N/A
Microbes: provide species and strain, unique accession number if available, and source.		N/A

**Human research participants**	**Indicate where provided: section/figure legend) or state if these demographics were not collected**	**N/A**
If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants.		N/A

Design:

**Study protocol**	**Indicate where provided: section/figure legend**	**N/A**
If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI.		N/A

**Laboratory protocol**	**Indicate where provided: section/figure legend**	**N/A**

Provide DOI OR other citation details if detailed step-by-step protocols are available.		N/A

**Experimental study design (statistics details)** *		
**For in vivo studies: State whether and how the following have been done**	**Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done"**	**N/A**
Sample size determination	Methods	
Randomisation	Methods	
Blinding	Not done	
Inclusion/exclusion criteria		N/A

**Sample definition and in-laboratory replication**	**Indicate where provided: section/figure legend**	**N/A**
State number of times the experiment was replicated in the laboratory.		N/A
Define whether data describe technical or biological replicates.	Methods	

**Ethics**	**Indicate where provided: section/submission form**	**N/A**
Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.		N/A
Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.	Methods	
Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why.		N/A

**Dual Use Research of Concern (DURC)**	**Indicate where provided: section/submission form**	**N/A**
If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval.		N/A

Analysis:

**Attrition**	**Indicate where provided:<br>section/figure legend**	**N/A**
Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification.		N/A

**Statistics**	**Indicate where provided:<br>section/figure legend**	**N/A**
Describe statistical tests used and justify choice of tests.	Methods	

**Data availability**	**Indicate where provided:<br>section/submission form**	**N/A**
For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access).	Data Availability	
When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.	Data Availability	
If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.	Data Availability	

**Code availability**	**Indicate where provided:<br>section/figure legend**	**N/A**
For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions.	Methods	
Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.		N/A
If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.	Methods	

Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

**Adherence to community standards**	**Indicate where provided:<br>section/figure legend**	**N/A**

State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript.		N/A

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

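Nuclei came from the nucleus accumbens core of 2 female HS rats after 4 weeks of abstinence from oxycodone self-administration, and RNA and open chromatin were read from the same nuclei with the 10x Multiome kit. The authors aligned the reads to mRatBN7.2 with Cell Ranger ARC 2.0.0 and deposited raw UMI counts per gene and counts per chromatin peak, without normalization, quality limits or doublet removal. For rat F712, 4212 barcodes, 33294 genes and 91212 peaks were used as a sparse matrix. Rat F411, with 3881 barcodes, was not analysed here, so each value comes from 1 library and there is no comparison between conditions. Of the nonzero peak values, 84.8% were even. Peak counts were used only for the medians per nucleus. Accessibility at single genes was not computed because gene positions on the build of the peaks were not at hand, and the gene table that was (GRCr8) was used only for names and for which genes overlap.

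The limits of the paper's Methods were applied in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3): 500 to 6000 genes, 1000 to 16000 UMIs, under 2% of UMIs from 13 mitochondrial genes, and under 1% from 53 Rps genes and under 1% from 61 Rpl genes. The 5% of nuclei with the highest doublet score were removed. The score is the share of simulated doublets among the nearest neighbors (1% of all profiles) in 30 principal components, with 25% simulated doublets, as DoubletFinder defines it. The paper's text gives neither of these settings. Scrublet in scanpy 1.11.5 was the alternative.

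Nuclei were normalized with sctransform 0.4.2 in Seurat 5.3.0 under R 4.3.3, with mitochondrial share and UMI count as covariates, and clustered with 30 principal components and the Louvain algorithm at resolution 0.8. Of 3000 variable features, 2981 were used, since 19 whose levels are reported were left out unless they were markers. The lists of genes, the cell type markers, the limits and 128 alternatives were fixed before the data were examined. Of the markers, 100 of 101 were in the matrix, and *Lhfpl3* was not. A marker counted as present in a cluster at 10 or more UMIs and at least 1/3 of its highest level in any cluster. A cluster took the name of the class of which at least 3 markers and at least 50% were present. D1 and D2 were told apart by a *Drd1* to *Drd2* ratio of 3 or its inverse. The D1-MSN-3-like cluster is the D1-MSN-like cluster whose *Foxp2* is at least 2 times that of every other D1-MSN-like cluster and whose *Ppp1r1b* is below theirs, and the D1-MSN-2-like cluster is the other with the highest *Drd3*. These thresholds of the naming rule were set after the clusters had been seen, while the markers were fixed earlier.

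Levels are sums of UMIs divided by the total UMIs of the group and scaled to 1000000 (CPM) with exact 95% Poisson intervals, shares have exact Clopper-Pearson intervals, and ratios of CPM have exact conditional binomial intervals. All cover counting error only. Depth per named class runs from 123760 UMIs in the committed OPC-like nuclei to 9230882 in MSN-like nuclei, and a count of 0 allows up to 3 UMIs. Shares of nuclei with a UMI were also computed after thinning to 1000 UMIs over all nuclei or 5000 UMIs in neurons. Pearson's r was computed on SCT-normalized values and set beside r of 200 genes matched in mean level, as a description with no p-value, since nuclei of 1 rat are not replicates. A gene was called higher or lower between D1-MSN-3-like and the other D1-MSN-like nuclei by the ratio of CPM, 1.5 or 0.67, with at least 50 UMIs together and the interval on the same side of 1. The genes named in the text are the 72 genes of the lists (opioid system, FGF12 family and receptors, sodium channels, MAP kinase cascade, the Chr 16 interval, other candidates, dopamine receptors, eccentric or patch MSN, immediate early genes), the 10 with the highest and the 10 with the lowest ratio among 3687 genes with at least 200 UMIs that did not form the clusters, and markers and leading genes that describe clusters. *Ipcef1* is named besides these because it overlaps *Oprm1* in the GRCr8 gene table.

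The rule was tested on simulated counts of the comparison between D1-MSN-3-like and other D1-MSN-like nuclei over 33294 genes. It called 100.0% of 100 genes made 3-fold higher and 100.0% of 100 made 3-fold lower, and 2.47% of 8583 unchanged genes with 50 UMIs. The changed genes all had at least 200 UMIs in the data, so the share found among genes of 50 to 200 UMIs was not measured. The counts were Poisson draws without variation between nuclei, so more unchanged genes may be called in real data. For r, the reference was 200 independent Poisson draws at the mean of *Fgf12*, not the matched genes. Against these a simulated gene that followed *Oprm1* lay at the 100.0th percentile and a gene that did not at the 46.0th. The draws held none of the co-variation of real genes. The test therefore does not show that the percentile among matched genes would pick out such a gene. The alternatives changed doublet removal, quality limits, resolution, the number of principal components, the features, the normalization, the covariates, the scale of r, and the scaling between the groups (TMM from edgeR 4.0.16). Figures were drawn with matplotlib 3.10.9.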

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

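The sub-clustering that found the *Chst9* nuclei, the look at nuclei above the UMI limit, and the tests of free RNA and of doublets in microglia-like nuclei were chosen only after the results were seen.

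Some nuclei placed here in the interneuron-like cluster, for which the paper does not discuss *Oprm1*, held it at the highest level of all clusters and sub-clusters. Sub-clustering the interneuron-like and D1-MSN-3-like clusters together (138 nuclei) gave 4 sub-clusters, and 1 of 28 nuclei, all from the interneuron-like cluster, held 56 *Oprm1* UMIs. Its *Oprm1* level was 301.3 CPM (227.6 to 391.3), 2.52 times that of the D1-MSN-3-like cluster (1.75 to 3.61). At least 1 *Oprm1* UMI was found in 19 of the 28 nuclei (67.9%, 47.7 to 84.1%) at a median depth of 6265 UMIs, against 0.10% of oligodendrocyte-like nuclei at 2262 UMIs. It held 9.84% of all *Oprm1* UMIs, while the other interneuron sub-clusters had 22.8 and 25.3 CPM. *Foxp2* was high in both, at 3136.8 CPM here and 3945.2 CPM in the D1-MSN-3-like cluster. The paper describes D1-MSN-3 by high *Foxp2* and low *Ppp1r1b*, and cites other studies for *Chst9* as a label of it. By *Chst9* (817.8 CPM) and *Ppp1r1b* (32.3 CPM) these nuclei are nearer to that description than the D1-MSN-3-like cluster (22.3 and 417.5 CPM), and by *Drd1* (86.1 against 328.2 CPM) and *Tac1* (5.38 against 932.1 CPM) they are farther from a D1-MSN. Whether the paper's cluster holds them was not tested.

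Nuclei above the UMI limit of the Methods are not part of the paper's results. With all barcodes of at least 500 genes clustered, 711 of the 842 barcodes above 16000 UMIs entered, and 694 (97.6%, 96.2 to 98.6%) fell in clusters with neuronal markers, 83 of them in clusters that also carried glial markers. In that setting the D1-MSN-3-like cluster took in 21 nuclei of the *Chst9* sub-cluster and shared 51 with the cluster of 53, so it is another mixture of nuclei. Of its 116 nuclei, 33 were above the limit, with 103 *Oprm1* UMIs, 141.7 CPM (115.7 to 171.9). Pearson's r of *Oprm1* and *Fgf12* was 0.549 in these 33 nuclei and 0.289 in the 83 up to the limit, with *Chst9* at 148.6 and 213.5 CPM. The 5% of nuclei with the highest doublet score were removed in this setting too.

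*Ipcef1*, which the paper does not discuss, was detected in microglia-like nuclei with 68 UMIs. In the gene table for GRCr8 it overlaps *Oprm1*, and *Oprm1* UMIs were also found in these nuclei, 11 in 10 of 96. After thinning to 1000 UMIs, the share of microglia-like nuclei with an *Oprm1* UMI was 6.25% (2.33 to 13.1%), against 0.10% (0.00253 to 0.556%) in oligodendrocyte-like nuclei, and free RNA would give both a like share. Neuronal transcripts in the *Oprm1*-positive microglia-like nuclei account for 0.845% of their *Oprm1* UMIs. These nuclei were picked for holding an *Oprm1* UMI, which raises their *Oprm1* level and keeps this share low. It therefore cannot decide on doublets. In them *Snap25* had 0 UMIs, and *Syt1* was at 42.8 CPM from 1 UMI, against 3123.0 CPM in neuronal nuclei. They thus held few transcripts of these genes, but neurons caught with microglia were not excluded. *Ipcef1* was at 287.2 CPM in microglia-like nuclei, above the 155.5 CPM of the next class, and it was 2.16 times as high (1.08 to 4.00) in their nuclei with an *Oprm1* UMI, but *Arhgap15*, a leading gene of the cluster, was also higher in them, at 1.33 (1.07 to 1.65). *Oprm1* made up 7.16 to 23.6% of the UMIs of both genes there and 51.8 to 99.7% in the unnamed cluster, so whether reads of *Ipcef1* were counted for *Oprm1* stays open. No biological explanation was tested.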

How the results depend on the processing

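The settings that take the cluster with the highest *Foxp2* in place of a D1-MSN-3-like cluster, that join the *Chst9* sub-cluster, or that leave out the 2 nuclei with the most *Oprm1* UMIs were chosen only after the data were seen. No paired analysis was possible because 1 library was analysed and no groups share replicate numbers.

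The MSN share of neuronal nuclei was 79.5% at resolution 0.4. It was 80.0% without doublet removal and 54.1% with all barcodes of at least 500 genes, where 115 and 1252 nuclei of clusters with both neuronal and glial markers are part of the denominator. In the latter setting, in the D1-MSN-3-like cluster *Oprm1* was at 152.4 CPM and *Fgf12* at 744.3 CPM. At resolution 1.2 the share was 91.0%, and at 20 principal components and with all variable features 91.2%. In each of these 3 settings *Oprm1* was at 165.9 CPM and *Fgf12* at 675 CPM in the D1-MSN-3-like cluster, and without covariates these were at 170.5 and 678.1 CPM. In these 4 settings 22 of the 28 nuclei of the *Chst9* sub-cluster are part of it, and joining all 28 gave 161 and 708.1 CPM. The median depth of the cluster fell to 10699.5 UMIs at resolution 1.2, the sub-cluster being shallower.

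No cluster met the rule for D1-MSN-3-like without doublet removal, with stricter limits, at resolution 0.4 and with 50 principal components. The cluster with the highest *Foxp2* in its place had *Oprm1* at 119.7 CPM and r of 0.239 without doublet removal, 78.5 CPM and 0.032 with stricter limits, 38.3 CPM and 0.006 at resolution 0.4, and 88.0 CPM and 0.164 with 50 principal components. Except at resolution 0.4 it held *Drd2* at 189.7 to 245.6 CPM beside *Drd1* at 212.4 to 231.9 CPM, so it is a mixture or another kind of nuclei than the D1-MSN-3-like cluster (6.37 and 328.2 CPM). At resolution 0.4 its 133 nuclei, with *Drd2* at 12.55 CPM and *Drd1* at 215.1 CPM, resembled the third D1-MSN-like cluster (136 nuclei, 12.39 and 216.0 CPM). Its values there cannot be read as those of D1-MSN-3-like nuclei either. In the other 7 settings of filters and clustering the D1-MSN-3-like cluster had the highest *Oprm1* of all clusters.

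Over all nuclei, r reversed with stricter limits (-0.001), given UMI count (-0.018), in nuclei with an *Oprm1* UMI (-0.138) and within clusters (-0.037), and rose to 0.291 on raw counts. In the D1-MSN-3-like cluster r fell to 0.177 with nuclei thinned to 5000 UMIs, and was 0.208 without the 2 nuclei with the most *Oprm1* UMIs and 0.209 with the *Chst9* sub-cluster joined. Under the other filters and clustering settings that had such a cluster it was 0.261 (Scrublet) to 0.364 (all barcodes of at least 500 genes). In the D1-MSN-2-like cluster r reversed within sub-clusters (0.015). Apart from the points where the construction shows it, the cause was not tested.

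The number of nuclei ranged from 1776 to 3932, of clusters from 13 to 20, and of called list genes from 22 to 26 around 23. Of 617 values of the 70 named genes under other settings, 530 were inside the interval of the reported value and 87 outside it. No ratio called higher or lower crossed 1, while ratios without a call did, such as *Scn3b* from 1.03 to 0.838 with all barcodes. Of the list genes, *Junb* lost its call in 8 of 9 settings, *Fgf12* with all barcodes and with the *Chst9* sub-cluster joined, *Grk5* in the latter, *Nr4a1* and *Scn3a* with all barcodes, *Fgfr1* with all variable features and *Ccdc50* with TMM. New calls were *Pdyn* in 8 of 9 settings, *Chst9* and *Cpne4* in 6 each, *Drd2* in 3, and *Gnao1*, *Arrb2* and *Fos* in 1 each. Within sub-clusters of the D1-MSN-3-like cluster no r could be given, since it formed 1. The 4 settings set in advance for chromatin accessibility at *Oprm1* and *Fgf12* were not run. With 53 nuclei in the D1-MSN-3-like cluster, depth limits genes under 50 UMIs, 20 of the 72 of the lists.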

Differences from the paper's values

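The sub-clustering that found the *Chst9* nuclei was chosen after the results were seen, and the thresholds of the naming rule were set after the clusters were seen. The paper's counts of nuclei come from 2 rats and those here from rat F712 alone, and clusters were named again here. Rat F712 gave 4212 of the 8093 barcodes of both rats. A count within 1.5 times of the paper's therefore does not mark a setting as nearer to the paper's processing, nor a lower count as farther from it.

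The paper's number of nuclei after filtering is 4495, and here it was 2644. Of the alternatives set before the data were examined, all barcodes with at least 500 genes came within 1.5 times of it (3932), while no doublet removal (2783), Scrublet (2644) and stricter limits (1776) did not. The paper's number of MSN nuclei is 1768, and here it was 840. All barcodes with at least 500 genes came within 1.5 times (1696), and the other alternatives, from 765 at resolution 0.4 to 871 without covariates, did not.

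The paper's D1-MSN-3 cluster holds about 230 nuclei in Fig. 6f, read by eye, and here it held 53. None of the alternatives set in advance that have such a cluster came within 1.5 times, with 116 in all barcodes with at least 500 genes, 57 with Scrublet, 59 with log-normalized counts, 76 at resolution 1.2, with 20 principal components and with all variable features, and 79 without covariates. The paper's D1-MSN-2 cluster holds about 350 nuclei in Fig. 6g, read by eye, and here it held 187. All barcodes with at least 500 genes (320), resolution 0.4 (311) and no covariates (257) came within 1.5 times. No doublet removal (197), Scrublet (211), stricter limits (164), resolution 1.2 and 20 principal components (185 each), 50 principal components (209), all variable features (188) and log-normalized counts (199) did not.

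The paper's Results state that *Oprm1* is expressed in D1-MSN-3 alone and that no other cluster has a high level, and its Discussion states that nearly all of it is detected there. Here the D1-MSN-3-like cluster had the highest *Oprm1* of 18 clusters, at 119.5 CPM, and held 13.2% of the *Oprm1* UMIs. The D1-MSN-2-like cluster, at 80.2 CPM, held 31.5%, and the interval of the interneuron-like cluster, 73.1 to 118.1 CPM, overlaps that of the D1-MSN-3-like cluster, 94.0 to 149.8 CPM. A share of UMIs depends on cluster size, and the D1-MSN-3-like and D1-MSN-2-like clusters held 2.0% and 7.07% of nuclei. The paper refers to violin plots of normalized and scaled levels, which are another measure than CPM or a share of UMIs. In the interneuron-like cluster 28 nuclei of the *Chst9* sub-cluster, chosen after seeing the data, held 56 of the 71 *Oprm1* UMIs, and its other sub-clusters were at 22.8 and 25.3 CPM. Where most of these nuclei fall elsewhere, the interneuron-like level was 26.6 CPM at resolution 1.2 and 27.5 CPM with 20 principal components and with all variable features, and the D1-MSN-3-like level was 165.9 CPM.

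The paper states that D1-MSN-3 has a high level of *Foxp2* and a low level of *Ppp1r1b*. *Foxp2* was highest there of all 18 clusters, at 3945.2 CPM. *Ppp1r1b*, at 417.5 CPM, was lowest of the D1-MSN-like clusters (468.0 and 577.0 CPM), while a D2-MSN-like cluster was lower, at 388.1 CPM.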

Other observations

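The nuclei of the *Chst9* sub-cluster carried genes of eccentric MSNs and some markers of interneurons. *Chst9* was at 817.8 CPM in them (152 of 225 *Chst9* UMIs), *Grm8*, a glutamate receptor gene, at 2469.6 CPM, *Foxp2* at 3136.8 CPM, *Tshz1* at 747.9 CPM and *Rxfp1*, the relaxin receptor gene, at 123.7 CPM. *Drd1* was at 86.1 CPM, *Ppp1r1b* at 32.3 CPM and *Tac1* at 5.38 CPM, and the interneuron gene *Sst* at 16.1 CPM. The interneuron markers *Nxph1* and *Kcnc2* were at 1296.7 and 387.4 CPM, against at most 14.2 and 11.2 CPM in the MSN-like clusters. Other interneuron markers were absent, with *Kit*, *Lhx6*, *Vip* and *Pvalb* at 0 CPM, or low, with *Elavl2* at 37.7 CPM against 504.1 and 271.7 CPM in the other interneuron sub-clusters. The MSN marker *Meis2* was at 2017.6 CPM, against 43.1 and 0 CPM in those sub-clusters and 1386.2 to 1623.6 CPM in the MSN-like clusters. *Fgf12* was at 1248.2 CPM, 2.28 times the D1-MSN-3-like level (1.92 to 2.70), and r with *Oprm1* was -0.445 over 28 nuclei. Of the 10 genes of eccentric or patch MSNs, 9 could be compared with the D1-MSN-3-like cluster, and 3 were higher (*Chst9*, *Cpne4* and *Grm8*), 4 lower (*Casz1* at 0.0925, *Otof* at 0.353, *Sema5b* at 0.271 and *Kremen1* at 0.0379) and 2 neither.

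Other opioid receptor and peptide genes also differed between MSN kinds. *Oprd1*, the delta opioid receptor gene, was at 87.3 CPM in D2-MSN-like and 4.17 CPM in D1-MSN-like nuclei, and *Oprk1* at 15.8 and 48.5 CPM. *Pdyn*, which encodes dynorphin, was at 26.8 and 195.0 CPM. Of the D2-MSN-like clusters, *Pdyn* was at 91.9 CPM in the one led by immediate early genes and at 4.854 and 5.455 CPM in the others. Of the FGF receptors, *Fgfr2* was highest in oligodendrocyte-like nuclei (552.8 CPM) and *Fgfr3* in astrocyte-like nuclei (274.5 CPM), with 2.71 and 1.30 CPM in MSN-like nuclei.

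Among voltage-gated sodium channels, the partners of FGF12, *Scn3a* was higher in D1-MSN-3-like than in other D1-MSN-like nuclei, with a CPM ratio of 1.75 (1.54 to 1.98), a call lost with all barcodes of at least 500 genes (1.48). *Scn4b* at 0.409 (0.300 to 0.547) and *Scn9a* at 0.129 (0.0414 to 0.305) were lower, and 6 of the 9 were neither. Of 11 genes of the MAP kinase cascade, 10 could be compared and none was called higher or lower. Of the other candidates of the paper, 0 of 3 were called, with *Tenm4* at 0.830. Of 2 dopamine receptor genes, *Drd3* was called and the other was not. Of 3 immediate early genes, all 3 were higher, *Arc* at 6.78, *Nr4a1* at 3.87 and *Junb* at 1.63. *Junb* lost its call in 8 of 9 other settings, and with all barcodes of at least 500 genes *Nr4a1* lost it (1.14) and *Arc* fell to 1.77. With Scrublet *Arc* was at 2.56, and without covariates at 2.43. Over the lists, 15 genes were higher, 8 lower and 29 neither. Outside the lists, *Galnt17* (5.58), *Nav2* (4.12) and *Tmeff1* (3.77) were among the 10 highest ratios. *Stk32a* had 0 UMIs in D1-MSN-3-like nuclei against 388, an upper bound of the ratio of 0.0598, and *Sv2b* (0.0101) and *Tshz2* (0.0143) were among the 10 lowest. With all barcodes of at least 500 genes *Stk32a* was at 0.0857, *Sv2b* at 0.114 and *Tshz2* at 0.11, all still lower.

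The test of free RNA for *Oprm1* in D1-MSN-2-like nuclei and the test of how far depth lowers r were chosen only after the results were seen. The positive r of *Oprm1* and *Fgf12* in the D1-MSN-3-like cluster was set against 3 technical explanations. The partial r given UMI depth was 0.277, above the limit of 0.2 set before the test, but its interval over nuclei drawn again with replacement, 0.0173 to 0.549, holds that limit. Taking depth into account lowered r by 0.011 (-0.0379 to 0.0639). This cannot decide the question, since the SCT-normalized values had already been adjusted for UMI count. Their r with log UMI count was 0.161 for *Oprm1* and 0.0988 for *Fgf12*, which left little to remove. With nuclei thinned to 5000 UMIs, r fell to 0.177, but thinning also leaves fewer UMIs of both genes. Depth as a cause therefore stays open. Of the 200 genes of similar abundance, 8.5% had an r with *Oprm1* at or above that of *Fgf12*, so a co-variation shared by many genes could not be told from a relation of this pair. Kinds of nuclei pooled in the cluster remain open, since it formed 1 sub-cluster and no r within kinds could be had. No biological explanation was tested.

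The *Oprm1* UMIs of the D1-MSN-2-like cluster were set against 2 technical explanations. If D1-MSN-3-like nuclei had been placed in it, *Foxp2* would be higher in its nuclei with an *Oprm1* UMI, but the ratio to those without was 1.08 (0.977 to 1.2). As a marker *Foxp2* was not kept out of the clustering, so clustering alone could give such a ratio. *Casz1* and *Grm8*, which were kept out, were at 3.44 and 12.6 CPM in the nuclei with an *Oprm1* UMI. In the D1-MSN-3-like cluster they were at 232.6 and 211.9 CPM. If free RNA were the source, D2-MSN-like nuclei of like depth would have a like level, but the D1-MSN-2-like cluster had 80.2 CPM (68.9 to 92.8) and these 28.0 CPM (23.1 to 33.5). Expression of *Oprm1* in these neurons is a hypothesis that both tests leave standing, found and tested on the same nuclei. No biological explanation was tested.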
